# Extracellular CIRP Induces an Inflammatory Phenotype in Pulmonary Fibroblasts *via* TLR4

**DOI:** 10.3389/fimmu.2021.721970

**Published:** 2021-07-23

**Authors:** Siavash Bolourani, Ezgi Sari, Max Brenner, Ping Wang

**Keywords:** fibroblast, eCIRP, inflammation, fibrosis, bleomicyn

## Abstract

Extracellular cold-inducible RNA-binding protein (eCIRP), a new damage-associated molecular pattern (DAMP), has been recently shown to play a critical role in promoting the development of bleomycin-induced pulmonary fibrosis. Although fibroblast activation is a critical component of the fibrotic process, the direct effects of eCIRP on fibroblasts have never been examined. We studied eCIRP’s role in the induction of inflammatory phenotype in pulmonary fibroblasts and its connection to bleomycin-induced pulmonary fibrosis in mice. We found that eCIRP causes the induction of proinflammatory cytokines and differentially expression-related pathways in a TLR4-dependent manner in pulmonary fibroblasts. Our analysis further showed that the accessory pathways MD2 and Myd88 are involved in the induction of inflammatory phenotype. In order to study the connection of the enrichment of these pathways in priming the microenvironment for pulmonary fibrosis, we investigated the gene expression profile of lung tissues from mice subjected to bleomycin-induced pulmonary fibrosis collected at various time points. We found that at day 14, which corresponds to the inflammatory-to-fibrotic transition phase after bleomycin injection, TLR4, MD2, and Myd88 were induced, and the transcriptome was differentially enriched for genes in those pathways. Furthermore, we also found that inflammatory cytokines gene expressions were induced, and the cellular responses to these inflammatory cytokines were differentially enriched on day 14. Overall, our results show that eCIRP induces inflammatory phenotype in pulmonary fibroblasts in a TLR4 dependent manner. This study sheds light on the mechanism by which eCIRP induced inflammatory fibroblasts, contributing to pulmonary fibrosis.

## Introduction

Extracellular cold-inducible RNA-binding protein (eCIRP), a novel damage-associated molecular pattern (DAMP) discovered by our lab, plays a key role in sepsis, hemorrhagic shock, ischemia-reperfusion injuries (1–5). eCIRP induces these effects *via* its binding to and activation of the toll-like receptor 4 (TLR4) and myeloid differentiation factor 2 (MD-2) receptor complex (6). The role of eCIRP in the activation of pulmonary cell populations such as macrophages (1), alveolar epithelial cells (7, 8), and endothelial cells (9) have been studied. However, the effect of eCIRP on pulmonary fibroblasts has yet to be studied.

Recently, we have discovered that eCIRP plays a role in the development of pulmonary fibrosis (publication forthcoming). Furthermore, a growing body of evidence suggests that blocking other DAMPs that also stimulate TLR4 can ameliorate pulmonary fibrosis (10–12). These factors have been shown to induce an inflammatory phenotype in fibroblasts through a TLR4 dependent process (13, 14) and that halting TLR4 dependent pathway alleviates the process of inflammatory fibroblast transformation (15–17). Fibroblasts are the key cells in the development of fibrosis in the lung. These mesenchymal cells are not terminally differentiated, and the principal regulator and potent inducer of fibroblast-to myofibroblast differentiation are transforming growth factor (TGF)-β (18–20). However, for persistent activation of fibroblasts to occur, TGF-β signaling needs to be enhanced by induction of a primed cellular microenvironment (21–24). A variety of signals and receptors have been shown to aid fibroblasts proliferation and cellular differentiation (25–29). However, the role of eCIRP on pulmonary fibroblasts has yet to be elucidated.

Inflammatory fibroblasts have been studied in various pathological processes such as neoplastic differentiation, autoimmune diseases, and fibrosis (30–32). Multiple factors have been implicated in the induction of inflammatory fibroblasts, such as mechanical stress, immunoglobulins, cytokines, and DAMPs (33–40). A growing body of evidence suggests that many factors that induce inflammatory fibroblast transformation operate in a TLR4 dependent manner (13–17). In this work, we examined the transcriptional response of pulmonary fibroblasts stimulated with eCIRP *in vitro*, focusing on proinflammatory, TLR4-induced pathways. We then evaluated how these pathways change over the course of bleomycin-induced pulmonary fibrosis.

## Materials and Methods

### Pulmonary Fibroblast Isolation and Culture

Wild type (WT) C57BL/6 mice and TLR4^-/-^ mice (Jackson Labs, on a C57BL/6 genetic background) were used in this study. All experiments involving live animals were carried out in accordance with the National Institutes of Health guidelines for the use of experimental animals (41) and were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) at the Feinstein Institutes for Medical Research. The lungs of 4-8-week-old WT and TLR4^-/-^ mice were explanted, and each group of pulmonary fibroblasts was isolated from a pool of 3-4 lungs, as previously described (42). The isolated fibroblasts were then cultured in DMEM supplemented with 10% heat-inactivated fetal bovine serum (FBS, MP Biomedicals), 2% penicillin-streptomycin, and L-glutamine (Gibco, ThermoFisher Scientific).

### *In Vitro* Stimulation With eCIRP and TGF-β1

At passages 3-6, the cultured medium was replaced with reduced serum media Opti-MEM. After incubation overnight in Opti-MEM, the pulmonary fibroblasts were treated with phosphate-buffered saline (PBS), 1 μg/mL recombinant mouse (rm) CIRP, 2 ng/mL rmTGF-β1 (R&D Systems), or rmCIRP plus rmTGF-β1. The rmCIRP was produced in our lab, as previously described (1). The cell lysates collected at 24 hours were used for high throughput mRNA sequencing and real-time reverse transcription-polymerase chain reaction (RT-PCR), the cell lysates collected at 48 hours were used for Western blotting (WB). Supernatants were collected at 48 hours and used for enzyme-linked immunosorbent assay (ELISA) quantification.

### Isolation of the mRNA, RNA-Seq, and Analysis

RNA was isolated using Ambion’s mirVana kit (catalog #AM1561, Thermo Fisher) following the manufacturer’s recommendations and quantified on a Nanodrop 2000 (catalog # ND-2000, Thermo Fisher). All samples had 260/280 and 260/230 ratios between 1.8 and 2.1. RNA quality was further assessed with an RNA Nano Chip using a Bioanalyzer 2100 (Agilent). All samples had a RIN number of 8 or higher. RNA was stored at -80 until Library preparation. Libraries were prepared using Illumina TruSeq Stranded Total RNA Library Prep Kit (catalog # RS-122-2203, Illumina Inc). The mRNA expression was obtained by RNA-Seq libraries run on NextSeq 550 following the manufacturer’s instructions. FastQC was used to ensure there was no adapter contamination and reads had acceptable quality scores (43). Sequenced segment alignments were performed using STAR2 (44) to the mouse GENCODE reference (45). The mRNA sequencing raw counts were obtained using ht-seq counts (46).

### MA Plots, Principal Component, Pathways, and Time Series Analysis

After high-throughput mRNA sequencing raw counts were obtained, the data were analyzed and normalized using the DESeq2 standard workflow (47). M (log ratio) and A (mean average) (MA) plots were obtained using the function *plotMA*, to visually represent the differences between PBS and rmCIRP-treated cells) by transforming the data onto logarithmic of base 2 (log_2_) fold changes *vs.* mean normalized count. The mRNA normalized counts were obtained using *plotCounts* function, which normalizes counts by sequencing depth. Principal component analysis was performed after variance stabilizing transformation (using *vst* function) to deal with the sampling variability of low counts and included correction for size factor (48). The pathway and time series analysis was done using the *Goexpress* workflow (49). The gene ontologies (GO) were first scored and ranked using the *GO_analyse* function, which consists of a random forest analysis to evaluate the ability of each gene to cluster samples according to the treatment groups in each analysis: pulmonary fibroblast mRNA sequencing data, PBS, eCIRP, TGF-β1, or eCIRP+TGF-β1; GSE132869 mRNA sequencing data, PBS, or bleomycin. The heatmap for each GO was created using the *heatmap_GO* function and Z-scores were scaled on each gene included in GO. Time-series data were analyzed using the *expression_plot* function, which plots the expression profile of a specific gene smoothed across time points (days 7, 14, 21, 28, and 42) while representing the mean and confidence interval of groups of lung tissue samples (bleomycin and PBS injected groups).

### Protein Detection and Quantification

For Western blotting, the cultured WT and TLR4^-/-^ primary pulmonary fibroblasts cells were scraped from 6 well culture plates and homogenized in a radioimmunoprecipitation assay buffer (RIPA) buffer containing phenylmethylsulfonyl fluoride (PMSF), Na-orthovanadate, and protease inhibitors. After centrifugation of cell lysates at 4°C and 12,000 rpm for 15 min, the total protein concentration was measured. The 10 μg protein of each sample was run in NuPAGE™ 4–12% Bis-Tris Gel (Invitrogen, Thermo Fisher Scientific), and gels were transferred to a nitrocellulose membrane. Membranes were blocked with 0.1% casein 1h at the room temperature, after that, they were incubated with primary antibodies such as CIRP (catalog # 10209-2-AP, Protein Tech), β-actin (clone AC-15, catalog # A5441, MilliporeSigma), tumor necrosis factor (TNF-α, catalog # 3707S, Cell Signalling Technology) and interleukin 1β (IL-1β, catalog #16806-1-AP, Protein Tech), MD2 (catalog # B100-56655, Novus Biologicals) and glyceraldehyde 3-phosphate dehydrogenase (GAPDH, catalog # 60004-1-lg, Proteintech) at 4°C overnight. After washing the membranes with Tris-Buffered Saline (TBS) containing 0.1% Tween-20 (TBST), and TBS; they were incubated with secondary antibodies for 1 h at room temperature. The signal of protein bands was detected and measured by using Odyssey CLx Imaging Machine and Image Studio Ver 5.2 Software. The bands were normalized with GAPDH. For ELISA, the levels of IL-6 of cell culture supernatant were measured using the mouse IL-16 DuoSet ELISA kit (DY206, R&D Systems), and it was performed according to the company’s protocol.

### Isolation and Analysis of RT-PCR

Total RNA was isolated using Trizol reagent (Invitrogen) and reverse transcribed to cDNA using M-MLV (Moloney murine leukemia virus) reverse transcriptase (Applied Biosystems, Foster City, CA). Polymerase chain reactions (PCR) were carried out in a final volume of 10.5 μl, which included a 5 μl SYBR Green PCR master mix (Applied Biosystems) and 31 nM of both reverse and forward primers. GAPDH mRNA was used to normalize the amplification data, and fold changes were calculated in comparison with WT Control mice using the 2^-(ΔΔCt)^ method. The sequence of forward and reverse primers used were as follows:

GAPDH: 5’-CATCACTGCCACCCAGAAGACTG-3’ (forward) and 5’-ATGCCAGTGAGCTTCCCGTTCAG-3’(reverse);
TNF-α: 5’-AGACCCTCACACTCAGATCATCTTC-3’ (forward) and 5’-TTGCTACGACGTGGGCTACA-3’ (reverse);
IL-1β: 5’-CAGGATGAGGACATGAGCACC-3’ (forward) and 5’-CTCTGCAGACTCAAACTCCAC-3’(reverse);
IL-6: 5’-CCGGAGAGGAGACTTCACAG-3’ (forward) and 5’-GGAAATTGGGGTAGGAAGGA-3’(reverse);
MD2 (Ly96): 5’-CGCTGCTTTCTCCCATATTGA-3’ (forward) and 5’-CCTCAGTCTTATGCAGGGTTCA-3’(reverse).

### Analysis of Gene Expression Omnibus Dataset

The expression datasets were was obtained directly from the gene expression omnibus website (https://www.ncbi.nlm.nih.gov/geo) using the *getGEO* function of R (http://www.r-project.org/) 4.0.3 library called *GEOquery* (50). After obtaining the dataset for GSE132869, the columns from lung tissues were selected. This GEO contains RNA sequenced from lung tissues of mice injected with bleomycin (10 μg/g/day, 100 μl of 1 mg/ml solution per injection of a ~20 g mouse) or PBS five times per week for two weeks. The tissues were collected on 7, 14, 21, 28, and 42 days after the first injection (51). While the exact timing of peak inflammation and fibrosis in the lung, in this model, is not clear, based on previous studies, inflammation occurs between days 7 and 14, and peak fibrosis likely happens between days 21 and 28 (52–54). Day 14, which we call the inflammatory-to-fibrotic transition phase of exposure to bleomycin, is a time when both processes are active.

### Statistical Analysis

Data from mRNA sequencing normalized count were analyzed using the results function of DESeq2 workflow, which estimates the log_2_ fold change of maximum likelihood estimates (MLE) between treated and untreated samples per unit of change on the specific genes, and p-values provided are Benjamini-Hochberg (BH)-adjusted p-values with false discovery cut-off set to 0.1 (55). The p-values are set to 0 if they are too small to be represented (the smallest floating-point value to be represented in R is 2.225074e-308). Data for RT-PCR, WB, and ELISA are shown in the bar graphs as mean and standard deviation (SD), with individual values depicted by colored points. The comparisons were performed using two-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test with the factors of two-way ANOVA being TLR4 gene expression status (WT *vs.* TLR4^-/-^) and fibroblast treatment (PBS *vs.* CIRP). The groups were checked for Shapiro-Wilk test for normality prior to the application of two-way ANOVA.

## Results

### eCIRP Induces Proinflammatory Cytokines in Pulmonary Fibroblasts *via* TLR4

To examine the effects of eCIRP on the expression of proinflammatory cytokines, we examined the normalized mRNA count (RNA-Seq), RT-PCR expression, and supernatant protein levels of TNF-α, IL-1β, and IL-6 in pulmonary fibroblasts isolated from the lungs of WT and TLR4^-/-^ mice and cultured for 24h with rmCIRP or PBS. 

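Pulmonary fibroblasts of each genotype were cultured for 24 h with PBS, 1 μg/ml recombinant mouse CIRP (rmCIRP), 2 ng/ml recombinant mouse TGF-β1 (rmTGF-β1) or both, and total RNA was sequenced in 3 libraries for each of the 8 conditions. For each of these 24 libraries the authors deposited the raw number of reads that ht-seq counted on each gene symbol. The reads counted on genes ranged from 29853346 to 39664606 per library. Their median was 33528399 with PBS and 32991105 with rmCIRP in WT cells, and 32761142 with PBS and 33998593 with rmCIRP in cells labelled TLR4-/-. Normalized counts are counts divided by DESeq2's size factor of the library. The tests used edgeR's TMM normalization. One model with a mean for each condition was fitted to all libraries, over the 16258 genes that passed edgeR's filter on low counts, and an adjusted p under 0.1 was called, as in the paper. The paper's text does not name the genome build, so genes are given by symbol without positions. The paper isolated each group of fibroblasts from pooled lungs. It does not state whether the 3 libraries of a condition came from separate pools. SDs and p-values here thus measure the spread between libraries, which is not shown to be the spread between mice.

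The normalized count of Tlr4 itself was 759 ± 41.9 (SD, n = 3) with PBS, 753 ± 24.5 with rmCIRP, 650.1 ± 20.5 with rmTGF-β1 and 679 ± 32.2 with both in WT cells. In the libraries labelled TLR4-/-, it was 903 ± 20.2 (SD, n = 3) with PBS, 903 ± 41.5 with rmCIRP, 759 ± 53.7 with rmTGF-β1 and 831 ± 48.8 with both. With PBS, the labelled TLR4-/- libraries thus had more Tlr4 reads than the WT libraries, a log2 fold change of 0.25 (SE 0.06, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts per gene do not show which exons the reads cover. The genotypes also differed in Xist, which is transcribed in female cells: its raw count was between 4403 and 6201 in the libraries labelled TLR4-/- and at most 3 in the WT libraries. Ddx3y, a gene of the Y chromosome, was counted in both genotypes with PBS, at 3622 ± 102 (SD, n = 3) in WT and 2305 ± 97.0 (SD, n = 3) in labelled TLR4-/- libraries. Reads of macrophage marker genes were present in both genotypes: the median normalized count of 13 such genes with PBS was 1629 in WT and 6237 in labelled TLR4-/- libraries.

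**Figure D1:**
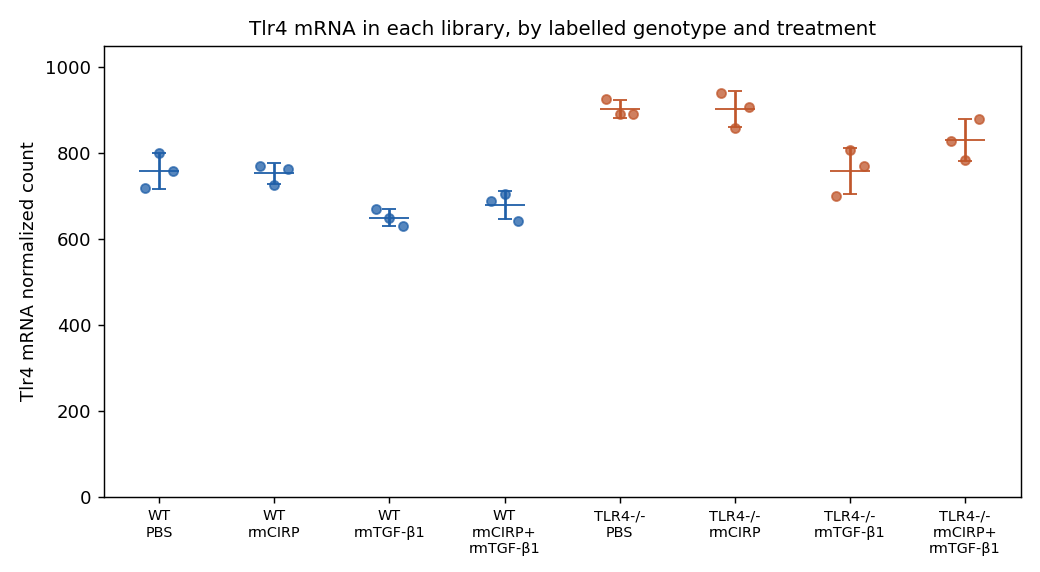
Normalized counts of Tlr4 mRNA (vertical axis, counts divided by DESeq2's size factors) in each of the 24 libraries, grouped by labelled genotype and treatment. Points are libraries, and horizontal and vertical bars are the mean and SD of the 3 libraries of a condition, which run from 650.1 (WT, rmTGF-β1) to 903 (labelled TLR4-/-, PBS).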

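In WT pulmonary fibroblasts, the normalized count of Tnf was 264 ± 28.9 (SD, n = 3) with PBS and 7949 ± 655 (SD, n = 3) with rmCIRP. The log2 fold change was 4.91 (SE 0.12, adjusted p = 2.2e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count of Il1b was 17.1 ± 4.20 (SD, n = 3) with PBS and 16076 ± 670.4 (SD, n = 3) with rmCIRP, a log2 fold change of 9.87 (SE 0.16, adjusted p = 6.7e-22 from the same test in edgeR). This SE is derived from the F statistic and can be too small for so large a change from few counts. DESeq2 gave an SE of 0.248 for Il1b. The count of Il6 was 12655 ± 2694 (SD, n = 3) with PBS and 55932 ± 4449 (SD, n = 3) with rmCIRP, a log2 fold change of 2.14 (SE 0.24, adjusted p = 2.6e-07 from the same test in edgeR). For each of these 3 genes, every rmCIRP library had a higher count than every PBS library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). Of the alternative settings, leaving out a library moved these values most: the log2 fold change of Il1b rose to 10.08 without the third PBS library and stayed past the threshold. Libraries of the 2 treatments share replicate numbers. The residuals of same-numbered libraries had a correlation of -0.04 in these conditions, and with the replicate number as a block the log2 fold changes were 4.91, 9.87 and 2.14.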

Compared with PBS, rmCIRP significantly increased the number of the mRNA normalized counts of TNF-α by 4.9 log_2_ fold (adjusted p-value**≈**0, **Figure 1A**), IL-1β by 9.9 log_2_ fold (adjusted p-value**≈**0, **Figure 1D**), and IL-6 by 2.1 log_2_ fold (adjusted p-value **=** 2.31e-33, **Figure 1G**). However, there were no significant increases in the mRNA normalized counts of TNF-α, IL-1β, and IL-6 in TLR4^-/-^ cells stimulated with rmCIRP as compared to PBS (**Figures 1A, D, G**; for more details, please refer to **Supplementary Table 1**). 

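In the libraries labelled TLR4-/-, in which Tlr4 mRNA was not lower than in WT libraries, the normalized count of Tnf was 984 ± 22.0 (SD, n = 3) with PBS and 966 ± 59.4 (SD, n = 3) with rmCIRP. The log2 fold change was -0.02 (SE 0.11, adjusted p = 0.99 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il1b had 72.8 ± 7.47 (SD, n = 3) normalized counts with PBS and 56.2 ± 5.53 (SD, n = 3) with rmCIRP, and its log2 fold change was -0.36 (SE 0.22, adjusted p = 0.80 from the same test in edgeR). Il6 had 11429 ± 2081 (SD, n = 3) normalized counts with PBS and 12581 ± 620.5 (SD, n = 3) with rmCIRP, and its log2 fold change was 0.14 (SE 0.23, adjusted p = 0.97 from the same test in edgeR). The sign for Tnf changed to 0.02 without the second rmCIRP library. The log2 fold changes with the replicate number as a block were -0.02, -0.36 and 0.13, and the residuals of same-numbered libraries had a correlation of -0.08. With PBS alone, Tnf and Il1b were higher in the labelled TLR4-/- libraries than in WT libraries, by log2 fold changes of 1.90 (SE 0.12) and 2.08 (SE 0.29). Il6 was not past the threshold, with a log2 fold change of -0.15 (SE 0.23, adjusted p = 0.645 from the same test in edgeR).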

We confirmed the RNA-Seq results using RT-PCR amplification of mRNA obtained from a separate set of cells. Compared with PBS, rmCIRP significantly induced the WT fibroblast RT-PCR expression of TNF-α (23.6 fold, p<0.0001, **Figure 1B**), IL-1β (3368.7 fold, p= 0.0002, **Figure 1E**), and IL-6 (14.0 fold, p<0.0001, **Figure 1H**) expression by rmCIRP. The mRNA levels of TNF-α, IL-1β, and IL-6 measured by RT-PCR in TLR4^-/-^ pulmonary fibroblasts stimulated with rmCIRP, however, were significantly lower than those of WT stimulated with rmCIRP (**Figures 1B, E, H**). We also measured the effects of stimulation with rmCIRP on the pulmonary fibroblast protein expression of the above-mentioned cytokines (TNF-α and IL-1β by WB, IL-6 by ELISA). Compared with PBS, rmCIRP significantly induced the WT fibroblast protein expression of TNF-α (1.7 fold, p=0.0021, **Figure 1C**) and IL-6 (53.4 fold, p<0.0001, **Figure 1I**) expression by rmCIRP. The protein levels of TNF-α and IL-6 in TLR4^-/-^ pulmonary fibroblasts stimulated with rmCIRP, however, were significantly lower than those of WT stimulated with rmCIRP (**Figures 1C, I**). Stimulation with rmCIRP increased the protein expression of IL-1β in WT pulmonary fibroblasts by 2.5 fold, which showed a trend towards statistical significance (p=0.0884, **Figure 1F**). However, the protein expression of IL-1β in rmCIRP-stimulated TLR4^-/-^ pulmonary fibroblasts was 75% lower than that of rmCIRP-stimulated WT cells (p=0.0191, **Figure 1F**). 

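For the mRNA counts, the difference between the genotypes in the response to rmCIRP was tested directly, as the log2 fold change in cells labelled TLR4-/- minus that in WT cells. This difference was -4.93 for Tnf (SE 0.16, adjusted p = 1.2e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -10.23 for Il1b (SE 0.33, adjusted p = 1.2e-15 from the same test in edgeR) and -1.99 for Il6 (SE 0.33, adjusted p = 9.7e-05 from the same test in edgeR). A block on the replicate number gave differences of -4.93, -10.23 and -2.01; same-numbered libraries of these 4 conditions had a correlation of residuals of -0.02. The p-values measure the spread between libraries of cells from pooled lungs, which is not shown to be the spread between mice. The genotypes differed in sex markers and in macrophage markers as well as in their label. The paper reasons from mRNA counts that rose in WT cells but not significantly in TLR4-/- cells, and from RT-PCR and protein levels with rmCIRP that were lower in TLR4-/- cells than in WT cells.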

Taken together, these results indicate that eCIRP induces proinflammatory cytokines in pulmonary fibroblasts in a TLR4 dependent manner.

**Figure 1:**
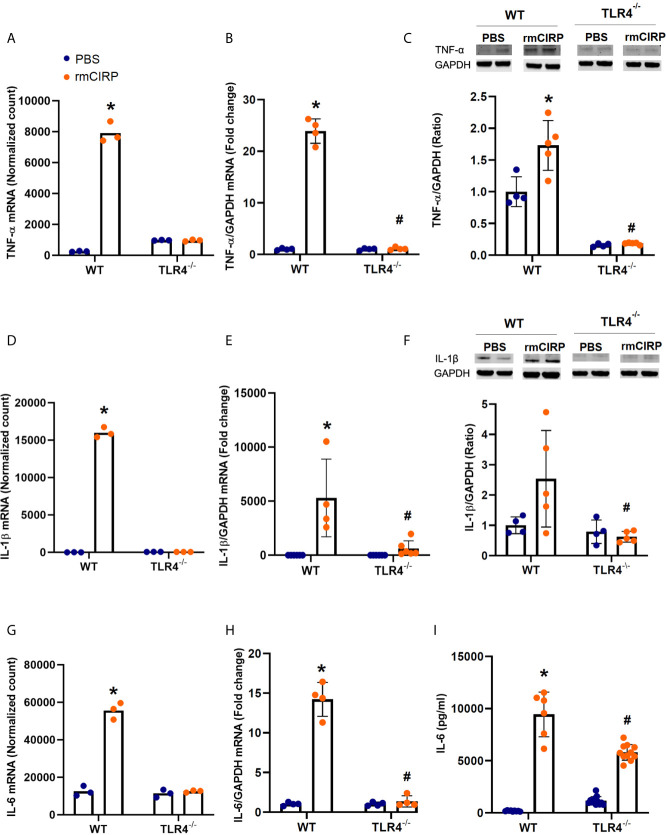
eCIRP induces proinflammatory cytokines in pulmonary fibroblasts in a TLR4-dependent manner. Differential mRNA expression normalized counts for TNF-α **(A)**, IL-1β **(D)**, and IL-6 **(G)** in pulmonary fibroblasts isolated from wild type (WT) and TLR4^-/-^ treated with PBS and 1 μg/ml CIRP. Real-time reverse transcription-polymerase chain reaction (RT-PCR) for TNF-α **(B)**, IL-6 **(E)**, and **(G)** normalized against Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) mRNA. Western blot (WB) analyses of TNF-α **(C)** and IL-1β **(F)**, and enzyme-linked immunosorbent assay (ELISA) analysis of IL-6 **(I)** in WT and TLR4^-/-^ pulmonary fibroblasts treated with PBS and 1 μg/ml CIRP. Analyses for **(A, D, G)** are performed by log2 fold change of maximum likelihood estimates (MLE) using the DESeq2 workflow and the p-values were adjusted by Benjamini-Hochberg (BH) with a false discovery cut-off set to 0.1. Analyses for **(E, F, H, I)** were done using two-way ANOVA with one factor being genetics (WT *vs* TLR4^-/-^) and one factor being treatment (PBS *vs.* CIRP). *p<0.05 *vs.* WT PBS. ^#^p<0.05 *vs.* WT CIRP. The groups were checked for Shapiro-Wilk test for normality prior to the application of two-way ANOVA. The mRNA sequencing (3 samples per group, 3 repeats per sample) and RT-PCR (4 samples per group, 2 repeats per sample) were done after the cells were incubated for 24 hours. The WBs (4-5 samples per group) and ELISA (6-12 samples per group, triplicate) were performed when cells were incubated for 48 hours. Representative samples for each lineage (WT *vs.* TLR4^-/-^) are from a single blot shown for western blot analyses.

### eCIRP Differentially Enriches TLR4 and its Dependent Pathways in Pulmonary Fibroblasts

eCIRP binds to and activates TLR4 (1). To determine the importance of TLR4 in eCIRP’s induction of proinflammatory pulmonary fibroblasts, we examined the MA plots of genomic data from high throughput sequencing of mRNA data in WT and TLR4^-/-^ pulmonary fibroblasts. Our analysis showed that the eCIRP-induced translational profile was restricted to WT pulmonary fibroblasts and did not occur in TLR4^-/-^ pulmonary fibroblasts (**Figures 2A, B**). 

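In WT pulmonary fibroblasts, 7130 of the 16258 genes tested were differentially expressed with rmCIRP against PBS, 3212 with higher and 3918 with lower counts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.1). Of these, 1021 had a log2 fold change of at least 1 in size, 658 up and 363 down. Of all genes called with a fit of only the libraries compared, 3778 were higher and 3663 lower. In cells labelled TLR4-/-, no gene was past the threshold: the count was 0, the lowest adjusted p was 0.104, and 1136 genes (6.99%) had an unadjusted p under 0.05. The 3 rmCIRP libraries did not overlap the 3 PBS libraries for 50.8% of genes in WT cells and for 13.7% in cells labelled TLR4-/-, against 10% by chance. Over the genes called in WT cells, the log2 fold changes in the genotypes had a correlation of -0.014 across genes, which are not independent replicates, and 50.3% had the same sign. The response itself differed between the genotypes for 5113 genes, 2780 with a higher and 2333 with a lower value in cells labelled TLR4-/-. Of these, 997 differed by at least 1 in size, 370 higher and 627 lower. The balance of directions also changed with the filter, to 2467 higher and 2610 lower at a mean count of 10.

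Among genes with a mean of at least 50 normalized counts, the rises in WT cells included those of Il12b, a log2 fold change of at least 8.48 against the 3-count floor, and of F830016B08Rik, at least 6.61. The largest falls were those of Rab3il1 (log2 fold change -2.96, SE 0.18), Cd300lb (-2.66, SE 0.16) and Plxdc1 (-2.63, SE 0.23). Besides Il1b and Il12b, the lower responses in cells labelled TLR4-/- included that of Ccl5, with a difference of -8.65 (SE 0.50). The higher ones included Susd3, Cnr2 and Fgd2. Susd3 and Cnr2 had at most 3 counts in every WT library with rmCIRP and Fgd2 at most 4, so no fold change is given for them. Il12b had at most 3 counts in every PBS and rmCIRP library labelled TLR4-/-, so no fold change is given for it there.

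In cells labelled TLR4-/-, the count was 149 without a filter on low counts, 33 with DESeq2 and 29 with a fit of only the libraries compared. With the replicate number as a block, 7155 genes were called in WT cells, of which 7038 were among those called without it. The block gave 1 gene in cells labelled TLR4-/- and 5201 genes for the difference between the genotypes.

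**Figure D2:**
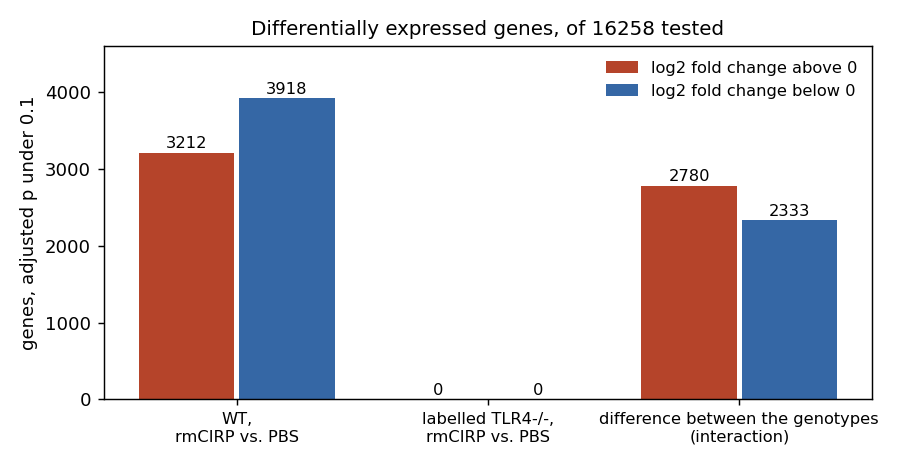
Numbers of differentially expressed genes (vertical axis, genes with an adjusted p under 0.1 of 16258 tested) for rmCIRP against PBS in WT cells, in cells labelled TLR4-/-, and for the difference between them. Red bars count genes with a log2 fold change above 0 and blue bars those below 0: 3212 and 3918 in WT, 0 and 0 in labelled TLR4-/-, and 2780 and 2333 for the difference.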

In order to determine the effects of rmCIRP on the TLR4 and its related pathways, we analyzed the enrichment for transcripts associated with the TLR4 (GO:0034142) and Myd88 (GO:0002755) signaling pathways in WT pulmonary fibroblasts treated with PBS, rmCIRP, rmTGF-β1, or the combination of the rmCIRP and rmTGF-β1. 

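The gene names legible in the heatmaps of Figures 2C and 2D were used as the lists for the TLR4 and MyD88 pathways, since the ontology annotation was not used here. Each list had 14 genes. Of the TLR4 list, S100a14 and Tril had too few reads and 12 genes were tested. In WT cells treated with rmCIRP against PBS, the TLR4 list had a median log2 fold change of 0.69, and 9 of its genes were higher and 1 was lower (adjusted p = 1.6e-07 from limma's camera test, Benjamini-Hochberg adjustment over 15 pairs of list and comparison). The MyD88 list had a median log2 fold change of 0.23, with 8 genes higher and 2 lower (adjusted p = 8.2e-06 from camera in limma). When both groups received rmTGF-β1, the medians with rmCIRP were 0.65 for the TLR4 list, with 6 genes higher and 3 lower, and 0.22 for the MyD88 list, with 8 higher and 3 lower. Their adjusted p-values from camera in limma were 5.8e-06 and 5.5e-06. With adjustment over the list alone, the TLR4 list had 7 genes higher in that comparison, and the other 7 of these counts were the same. Blocked on the replicate number, camera in limma gave adjusted p-values of 8.4e-08 and 3.6e-06 without rmTGF-β1, and 3.0e-06 and 1.9e-06 with it.

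A random forest of the 12 WT libraries on the 4 treatments ranked all genes by how well they told the treatments apart, and the mean rank of each list was compared with 10000 random lists of tested genes. The permutation p was 0.876 (adjusted 0.876 over 4 lists) for the TLR4 list and 0.302 (adjusted 0.402) for the MyD88 list. These values were not stable: with another random seed alone, the p was 0.254 for the TLR4 list and 0.123 for the MyD88 list, and for the TLR4 list it was 0.112 with 10000 trees and 0.0823 with logCPM values (log2 counts scaled by library size) in place of vst values. On simulated counts, as log2 counts scaled by library size, the forest gave a permutation p of 0.167 for a list of 14 genes raised with rmCIRP alone, which camera found. In a second simulation, added after that result, with 4-fold changes in both rmCIRP groups, it gave 1e-04, the smallest that 10000 random lists can give. The simulations had 200 changed genes, against 7130 called with rmCIRP in WT cells. They do not show how the forest ranks a list when so many genes change.

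**Figure D3:**
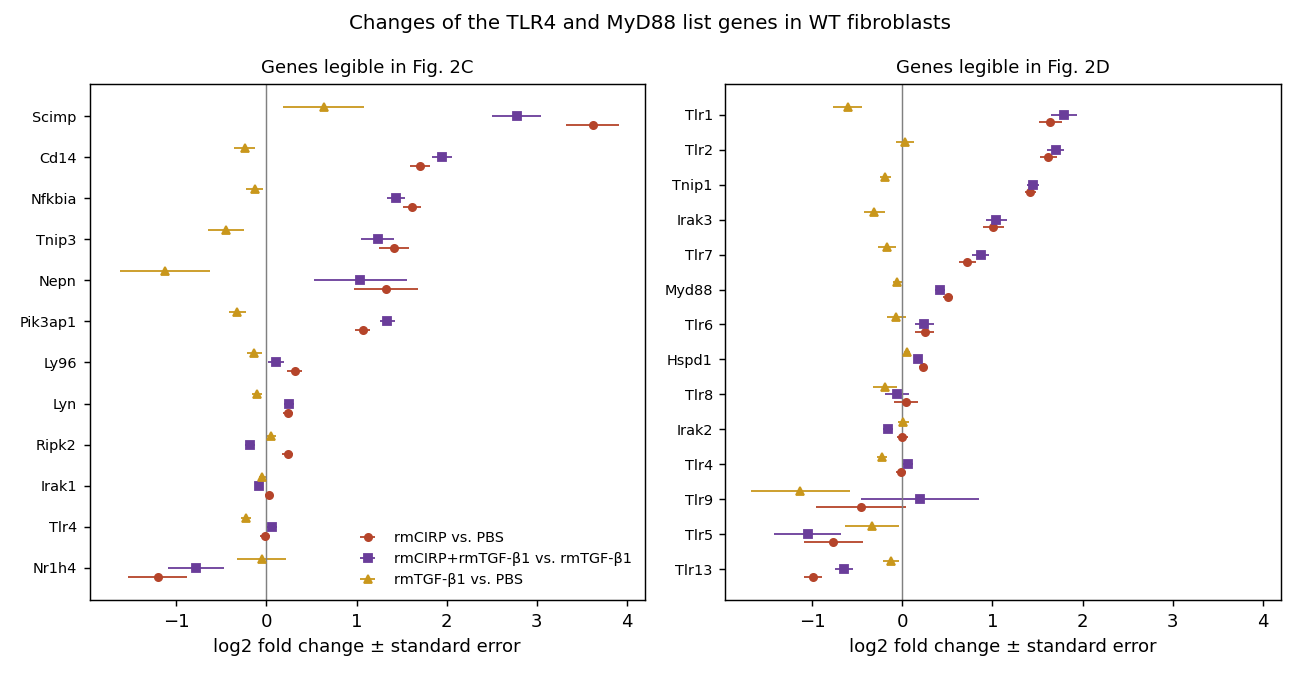
Log2 fold changes (horizontal axis, with standard errors as bars) of the tested genes legible in Figures 2C and 2D, in WT cells. Circles are rmCIRP against PBS, squares rmCIRP+rmTGF-β1 against rmTGF-β1, and triangles rmTGF-β1 against PBS; Scimp has the largest rise with rmCIRP and Nr1h4 the largest fall.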

Our analysis showed that stimulation with rmCIRP was associated with differential enrichment for both GO:0034142 and GO:0002755 (p-values; GO:0034142, <0.0001, **Figure 2C**; GO:0002755, 0.0007, **Figure 2D**), irrespective of the presence of TGF-β1. These results indicate that eCIRP changes the translational profile of pulmonary fibroblasts *via* TLR4 and induces TLR4-dependent pathways, irrespective of TGF-β1.

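In WT cells that all received rmTGF-β1, 6859 genes were differentially expressed with rmCIRP, 3337 higher and 3522 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.1), and 944 of them had a log2 fold change of at least 1 in size, 666 up and 278 down. Of all genes called with RLE normalization, 3453 were higher and 3401 lower. The rises included those of Il12b (at least 8.11 against the 3-count floor) and Ccl5 (7.82, SE 0.16). The largest falls were those of Rab3il1 (-2.98, SE 0.20), Cd300lb (-2.27, SE 0.17) and Cd300a (-2.23, SE 0.21). Of these genes, 5235 were also called for rmCIRP against PBS, and 5219 of those changed in the same direction. Over the genes called without rmTGF-β1, the log2 fold changes with and without it had a correlation of 0.953 across genes, which are not independent replicates.

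The difference between these responses was tested as an interaction of rmCIRP with rmTGF-β1, and 8 genes were past the threshold, 6 with a higher and 2 with a lower response under rmTGF-β1. An unadjusted p under 0.05 was reached by 917 genes (5.64%). The higher ones included Cadm1 (1.62, SE 0.26), Mmp9 (1.04, SE 0.14) and Iqgap2 (0.83, SE 0.13), and the lower ones were Mmp8 (-0.57, SE 0.10) and Ripk2 (-0.42, SE 0.08). Ripk2 was no longer past the threshold in any of the 12 fits that each left out one library. The number of genes depended on the settings, with 198 without a filter on low counts, 125 with only the libraries compared and 37 with DESeq2. Blocking on the replicate number gave 6888 genes for rmCIRP under rmTGF-β1 and 11 for the interaction, and same-numbered libraries had correlations of residuals of 0.0277 and -0.0035. From the profile in WT cells, its absence in TLR4-/- cells and the pathway heatmaps, the paper reads the results as a change of the profile through TLR4, with induction of pathways that depend on it with or without TGF-β1.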

**Figure 2:**
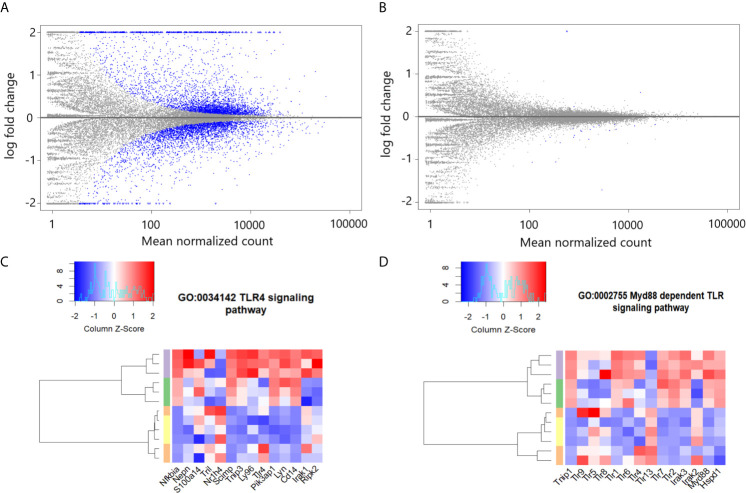
eCIRP differentially enriches TLR4 and dependent pathways in pulmonary fibroblasts irrespective of TGF-β1. MA plots for differential mRNA expression profile of 1 μg/ml CIRP treatment *vs.* PBS treatment of pooled pulmonary fibroblasts isolated from wild type (WT) **(A)** and TLR4^-/-^ mice **(B)**. Differential enrichment profile transcriptome of WT pulmonary fibroblasts isolated from mice and treated with PBS (orange), 2 ng/ml TGF-β1 (yellow), 1 μg/ml CIRP (purple), and the combination of the two (green) in gene ontologies 0034145 (toll-like receptor 4 signaling pathway) **(C)**, 0002755 (MyD88-dependent toll-like receptor signaling pathway) **(D)** shown in heatmaps. The dendrogram clustering was made based on the hierarchical clustering of samples across all genes for each ontology profile. The heatmap color spectra were normalized across each gene. Z-score color key and histogram of counts presented in the left upper corner. Pulmonary fibroblasts were collected 24 hours after treatments described and prepared for RNA sequencing.

### eCIRP Induces MD2 Expression in Pulmonary Fibroblasts in a TLR4 Dependent Manner

eCIRP also binds to MD2, which forms a complex with TLR4 (1). To examine the role of eCIRP in the induction of TLR4’s accessory pathway through the MD2 receptor, we examined the RNASeq normalized mRNA count, RT-PCR mRNA expression, and protein expression of MD2 in pulmonary fibroblasts isolated from the lungs of WT and TLR4^-/-^ mice. 

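Ly96 is the gene of MD2. In WT pulmonary fibroblasts its normalized count was 282 ± 8.38 (SD, n = 3) with PBS and 351 ± 12.0 (SD, n = 3) with rmCIRP. The log2 fold change was 0.31 (SE 0.08, adjusted p = 0.0039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 rmCIRP libraries were above all 3 PBS libraries. It moved most with a fit of only the libraries compared among the settings that kept every library, to 0.33. The block on replicate number left it at 0.31, with an adjusted p of 0.0032 from the same test in edgeR.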

Stimulation with rmCIRP significantly increased the MD2 mRNA normalized count in WT cells by 0.3 log_2_ fold (adjusted p=0.004, **Figure 3A**). This induction, however, was not observed in the mRNA normalized count of TLR4^-/-^ cells (**Figure 3A**). 

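In the libraries labelled TLR4-/-, Ly96 had 296 ± 18.5 (SD, n = 3) normalized counts with PBS and 300.3 ± 17.7 (SD, n = 3) with rmCIRP. The difference was smaller than the spread between replicates, with a log2 fold change of 0.03 (SE 0.08, adjusted p = 0.986 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sign changed to -0.01 without the second PBS library. Blocked on the replicate number, the log2 fold change was 0.03.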

Stimulation with rmCIRP also increased the mRNA expression of MD2 in WT pulmonary fibroblasts by 1.9 fold (p=0.047), but a similar increase was not seen in TLR4^-/-^ pulmonary fibroblasts (**Figure 3B**). Although there was an increase in protein expression of MD-2 in WT pulmonary fibroblasts treated with eCIRP, the increase was not statistically significant. Conversely, the MD2 protein expression of TLR4^-/-^ pulmonary fibroblasts stimulated with rmCIRP was significantly lower than that of WT pulmonary fibroblasts stimulated with rmCIRP (p=0.3741, **Figure 3C**). These data suggest that eCIRP induces MD2 expression in pulmonary fibroblasts in a TLR4 dependent manner.

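For the Ly96 mRNA counts, the log2 fold change with rmCIRP in cells labelled TLR4-/- minus that in WT cells was -0.28 (SE 0.11, adjusted p = 0.076 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This difference was past the threshold of 0.1 but did not stay so in every setting: its adjusted p in edgeR was 0.16 without a filter on low counts. It was no longer past the threshold in 7 of the 12 fits that each left out a single library, with an adjusted p in edgeR of up to 0.15. A replicate block gave an adjusted p in edgeR of 0.065. When both groups of WT cells received rmTGF-β1, the log2 fold change of Ly96 with rmCIRP was 0.11 (SE 0.08, adjusted p = 0.35 from the same test in edgeR), which was not past the threshold. The response under rmTGF-β1 minus that without it was -0.21 (SE 0.12, adjusted p = 0.93 from the same test in edgeR). A difference between these responses is thus not shown. From the mRNA counts, RT-PCR and protein levels, the paper proposes that the induction of MD2 by eCIRP depends on TLR4.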

**Figure 3:**
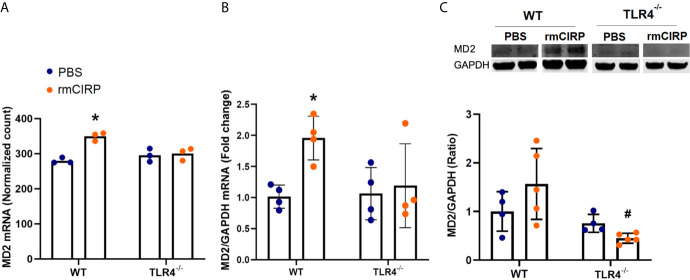
eCIRP induces MD2 expression in pulmonary fibroblasts in a TLR4 dependent manner. Differential mRNA expression profile **(A)**, real-time reverse transcription-polymerase chain reaction (RT-PCR) **(B)**, and western blot (WB) analyses for MD2 in WT and TLR4^-/-^ pulmonary fibroblasts treated with PBS and 1 μg/ml CIRP. Analysis for A was performed by log2 fold change of maximum likelihood estimates (MLE) using the DESeq2 workflow and the p-values were adjusted by Benjamini-Hochberg (BH) with a false discovery cut-off set to 0.1. Analyses for **(B, C)** were done using two-way ANOVA with one factor being genetics (WT *vs* TLR4^-/-^) and one factor being treatment (PBS *vs.* CIRP). *p<0.05 *vs.* WT PBS. ^#^p<0.05 *vs.* WT CIRP. The groups were checked for Shapiro-Wilk test for normality prior to the application of two-way ANOVA. The mRNA sequencing (3 samples per group, 3 repeats per instance) and RT-PCR (4 samples per group, 2 repeats per instance) were done after the cells were incubated for 24 hours. The WBs (4-5 samples per group) were performed when cells were incubated for 48 hours. Representative samples for each lineage (WT *vs.* TLR4^-/-^) are from a single blot shown for western blot analyses.

### eCIRP Induction of Proinflammatory Pulmonary Fibroblast Phenotype Is Not Dependent on TGF-β1

In the previous section, we showed that TGF-β1 did not significantly affect the transcriptional profile of TLR4 and Myd88 signaling pathways in WT pulmonary fibroblasts (**Figures 2C, D**). 

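With rmTGF-β1 alone against PBS in WT cells, the TLR4 list had a median log2 fold change of -0.13, with 0 genes higher and 2 lower past the threshold (adjusted p = 0.019 from limma's camera test). The genes past the threshold were Tlr4 (log2 fold change -0.23, SE 0.06) and Pik3ap1 (-0.32, SE 0.09). The MyD88 list had a median of -0.18, with 0 genes higher and 3 lower (adjusted p = 0.019 from camera in limma). Besides Tlr4, its genes past the threshold were Tlr1 (-0.61, SE 0.16) and Tnip1 (-0.19, SE 0.06). With adjustment over the list alone, 2 genes of the TLR4 list and 4 of the MyD88 list were lower. Both lists stayed past the threshold with the replicate number as a block, with adjusted p-values from camera in limma of 0.016 and 0.018. The 13 macrophage markers fell as well in this comparison, with a median of -0.12 and single markers from -0.58 to -0.04, 3 of them past the threshold. The fall of the lists is thus not shown to be specific to these pathways. In all, 2019 genes were differentially expressed with rmTGF-β1 alone, 938 higher and 1081 lower, or 1629 and 1354 with only the libraries compared, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest rises were those of Cdh6 (1.89, SE 0.17), Eln (1.87, SE 0.24) and St8sia2 (1.79, SE 0.18), and the falls included those of Ptx3 (-1.39, SE 0.17) and Adm (-1.37, SE 0.13). The block gave 2109 genes, and same-numbered libraries had a correlation of residuals of -0.06.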

To determine whether eCIRP requires TGF-β1 to induce the proinflammatory phenotype, we conducted a principal component (PC) analysis of mRNA profile sequenced from WT pulmonary fibroblasts treated with PBS, rmCIRP, rmTGF-β1, and the combination of the rmCIRP and rmTGF-β1. Our analysis showed that two PCs explain 95% of the variation in mRNA genomic data in WT pulmonary fibroblasts: PC1 explained 84% of the variance and PC2, 11%. Furthermore, the variance explained by PC1 aligned well with stimulation by rmCIRP, whereas PC2 aligned well with stimulation by TGF-β1 (**Figure 4A**). 

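In the 12 WT libraries, counts were transformed with DESeq2's vst function without knowledge of the treatments, and the 500 most variable genes entered the principal component analysis. PC1 explained 94.5% of the variance (SD 0.326 over the fits that each left out one library) and PC2 4.27% (SD 0.343 over the same fits). Together they explained 98.8%. The shares depended on the number of genes: with all genes that passed the filter on low counts, PC1 explained 78.6% and PC2 11.0%.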

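On PC1, the mean coordinate was -21.6 ± 1.04 (SD, n = 3) with PBS, 23.8 ± 2.58 with rmCIRP, -22.9 ± 1.01 with rmTGF-β1 and 20.7 ± 1.58 with both. The presence of rmCIRP accounted for 99.3% of the variance along PC1 (exact permutation test, two-sided p = 0.0022, adjusted 0.0043 over 4 tests). On PC2, the mean coordinate was -4.00 ± 0.322 (SD, n = 3) with PBS, -5.27 ± 0.210 with rmCIRP, 3.48 ± 0.885 with rmTGF-β1 and 5.79 ± 0.311 with both. The presence of rmTGF-β1 accounted for 95.4% of the variance along PC2 (exact permutation test, two-sided p = 0.0022, adjusted 0.0043). The same exact permutation test gave p = 0.587 for rmTGF-β1 on PC1 and 0.753 for rmCIRP on PC2, but it permutes the labels without holding the other treatment fixed, so it could not detect a small shift beside a large one and these values show no absence of an effect. On PC2, the libraries with rmCIRP lay below those with PBS and, under rmTGF-β1, above those without rmCIRP, with no overlap in either case. On PC1, the libraries with and without rmTGF-β1 overlapped in both cases. Only 2 of the 924 ways to label 6 of the 12 libraries gave as large a separation as rmCIRP on PC1 or rmTGF-β1 on PC2.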

We then examined selected genes to see the direction of contribution and observed that TNF-α, IL-1α, IL-1β, IL-6, and CxCl2 contributed to the variance towards the eCIRP-aligned PC1. Furthermore, MD2 (Ly96) and Myd88 also contributed to the variance along PC1, albeit to a lesser degree (**Figure 4A**). 

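The direction of each gene was taken from a principal component analysis of all 16258 tested genes in the 12 WT libraries, as its loading times the SD of the component. On PC1, Il1b had a coordinate of 3.94, the highest of all genes. Il1a followed with 3.17 at rank 2, Cxcl2 with 3.07 at rank 6, Tnf with 2.37 at rank 17 and Il6 with 1.03 at rank 126. The median size of a coordinate on PC1 was 0.0554 over all genes, and 95% of genes were under 0.320 in size. Against PBS, rmCIRP raised Il1a by a log2 fold change of 7.53 (SE 0.21) and Cxcl2 by 6.41 (SE 0.19), with adjusted p-values of 2.6e-17 and 3.3e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.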

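Myd88 had a PC1 coordinate of 0.24, at rank 875 of all tested genes, and PC1 held 92.6% of its variance over the WT libraries. Ly96 had a PC1 coordinate of 0.09, at rank 2411, and PC1 held 41.4% of its variance. Neither gene was among the 500 most variable. With rmCIRP against PBS, the log2 fold change of Myd88 was 0.51 (SE 0.05, adjusted p = 1.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), on counts of 1067 ± 64.4 (SD, n = 3) and 1524 ± 109.6 (SD, n = 3). Tlr4 had a PC1 coordinate of 0.02, and its log2 fold change was -0.02 (SE 0.06, adjusted p = 0.85 from the same test in edgeR); its sign changed to 0.0016 with a filter at a mean count of 10.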

To see the full list of genes examined, please see **Supplementary Figure 1**. 

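In WT cells that all received rmTGF-β1, rmCIRP raised Tnf by a log2 fold change of 5.02 (SE 0.12, adjusted p = 1.8e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 9.85 for Il1b (SE 0.16, adjusted p = 6.0e-22 from the same test in edgeR) and 1.72 for Il6 (SE 0.24, adjusted p = 5.4e-06 from the same test in edgeR). The response under rmTGF-β1 minus the response without it was 0.11 for Tnf (SE 0.17), -0.02 for Il1b (SE 0.40) and -0.42 for Il6 (SE 0.32), with adjusted p-values of 0.99, 0.9997 and 0.97 in edgeR. The sign for Il1b changed in 6 of 12 fits that each left out one library, up to 0.15. With the replicate number as a block, the responses under rmTGF-β1 were 5.02, 9.86 and 1.71. The paper reasons from the separate components for rmCIRP and rmTGF-β1 and from the genes that contribute to the first of them.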

Taken together, these results indicate that eCIRP induces a proinflammatory phenotype of pulmonary fibroblasts independently of TGF-β1.

**Figure 4:**
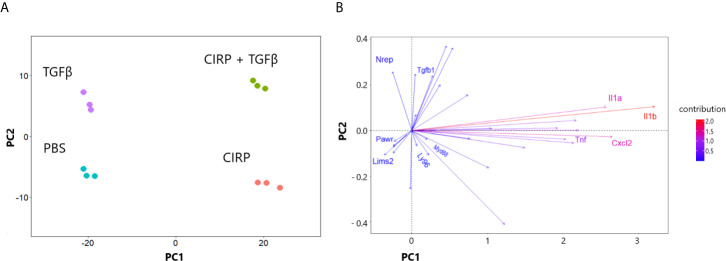
eCIRP induction of proinflammatory phenotype is not dependent on TGF-β1. Principal component analysis (PCA) of the mRNA expression profile of WT pulmonary fibroblasts treated with PBS, 1 μg/ml CIRP, 2 ng/ml TGF-β1, and combination of the two shown in clustering of samples **(A)** and direction of selected proinflammatory/profibrotic genes **(B)**. Pulmonary fibroblasts were collected 24 hours after treatments and prepared for RNA sequencing. PC1 and PC2 explained 84 and 11% of the variance, respectively. PC, Principal component.

### eCIRP Differentially Enriches Proinflammatory Transcriptional Profiles Irrespective of TGF-β1

Stimulation with rmCIRP also caused a transcriptional reprogramming that was differentially enriched for genes associated with the TNF-α mediated signaling pathway (GO:0033209, p-value = 0.008, **Figure 5A**) and positive regulation of IL-6 production (GO:00032755, p-value <0.0001, **Figure 5B**) in WT pulmonary fibroblasts stimulated with rmCIRP or the combination of the rmCIRP and rmTGF-β1. However, differential enrichment for these two pathways was not present in the transcriptome of pulmonary fibroblasts cultured with rmTGF-β1. 

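The gene names in Figures 5A and 5B could not be read, so lists of 24 genes each were written from general knowledge for TNF-α signaling and for the production of IL-6. They are not the ontology terms of the paper, and both hold Tnf, while the IL-6 list also holds Il1b and Il6. With rmCIRP against PBS in WT cells, the TNF-α list had a median log2 fold change of 0.37, with 17 genes higher and 1 lower (adjusted p = 7.3e-25 from limma's camera test). The IL-6 list had a median of 0.61, with 19 higher and 1 lower (adjusted p = 5.6e-28 from camera in limma). In cells with rmCIRP+rmTGF-β1 against rmTGF-β1, the medians were 0.37 and 0.64, with 17 and 18 genes higher and 3 and 1 lower. Their adjusted p-values from camera in limma were 8.9e-23 and 2.2e-28. With adjustment over the list alone, the numbers higher in the latter comparison were 18 and 19. With the replicate number as a block, the adjusted p-values from camera in limma were 4.1e-26 and 6.2e-30 with rmCIRP, and 6.2e-24 and 1.7e-30 with both. The random forest gave a permutation p of 0.170 (adjusted 0.341) for the TNF-α list and 0.0674 (adjusted 0.270) for the IL-6 list. These values depended on the settings, from 0.037 to 0.843 for the TNF-α list and from 0.0021 to 0.893 for the IL-6 list.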

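With rmTGF-β1 alone against PBS, the TNF-α list had a median log2 fold change of -0.03, with 0 genes higher and 1 lower past the threshold (adjusted p = 0.265 from limma's camera test). Its sign changed to 0.003 when one library was left out. The IL-6 list had a median of -0.14, with 0 genes higher and 3 lower (adjusted p = 0.0699 from camera in limma). With a fit of only the libraries compared its adjusted p from camera in limma was 0.102, which is not past the threshold of 0.1. With the replicate number as a block, the adjusted p-values from camera in limma were 0.258 and 0.0644.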

To see high-resolution figures to examine genes involved in GOs analyzed, please see **Supplementary Figures 2, 3**. As such, eCIRP differentially enriches the proinflammatory transcriptional profile in pulmonary fibroblasts that includes TNF-α signaling and IL-6 production.

**Figure 5:**
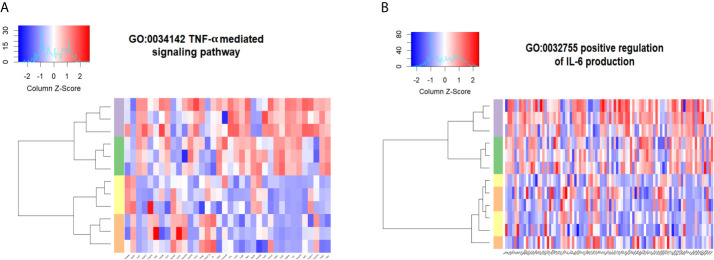
eCIRP differentially enriches proinflammatory transcriptional profiles irrespective of TGF-β1. Differential enrichment profile of WT pulmonary fibroblasts isolated from mice and treated with PBS (orange), 2 ng/ml TGF-β1 (yellow), 1 μg/ml CIRP (purple), and the combination of the two (green) in gene ontologies 0033209 (TNF-α signaling pathway) **(A)** and 0032755 (positive regulation of IL-6 production) **(B)** shown in heatmaps. The dendrogram clustering was made based on the hierarchical clustering of samples across all genes for each ontology profile. The heatmap of the color spectra was normalized across each gene. Z-score color key and histogram of counts presented in the left upper corner. Pulmonary fibroblasts were collected 24 hours after treatments described and prepared for RNA sequencing.

### Proinflammatory Gene Profiles in Bleomycin Treated Lungs in the Inflammatory-To-Fibrotic Transition Phase Recapitulate Pulmonary Fibroblasts Stimulated With eCIRP

To compare the transcriptomic changes after stimulation with eCIRP with those in the lungs of mice exposed to bleomycin, we examined a publicly available Gene Expression Omnibus (GEO) profile (GSE132869) containing high throughput RNA sequences from lung tissue of WT mice collected on days 7, 14, 21, 28, or 42 from the start of bleomycin injection. Similar to our observations in eCIRP-stimulated lung fibroblasts, the lung transcriptome on day 14 after bleomycin showed significant upregulation of TLR4, MD2, and Myd88 mRNA counts (**Figures 6A, C, E**). The lung transcriptome on day 14 was also differentially enriched for genes associated with the TLR signaling pathway (GO:0002224, p-value = 0.005, **Figure 6B**), TRIF dependent TLR signaling pathway (GO:0035666, p-value = 0.013, **Figure 6D**), and Myd88 dependent TLR signaling pathway (GO:0002755, p-value = 0.04, **Figure 6F**). To see a higher resolution of **Figure 6B**, please refer to **Supplementary Figure 4**. As a whole, the results indicate that the TLR4 and related genes and pathways activated by eCIRP in pulmonary fibroblasts are also transcriptionally active on day 14 after bleomycin injection.

**Figure 6:**
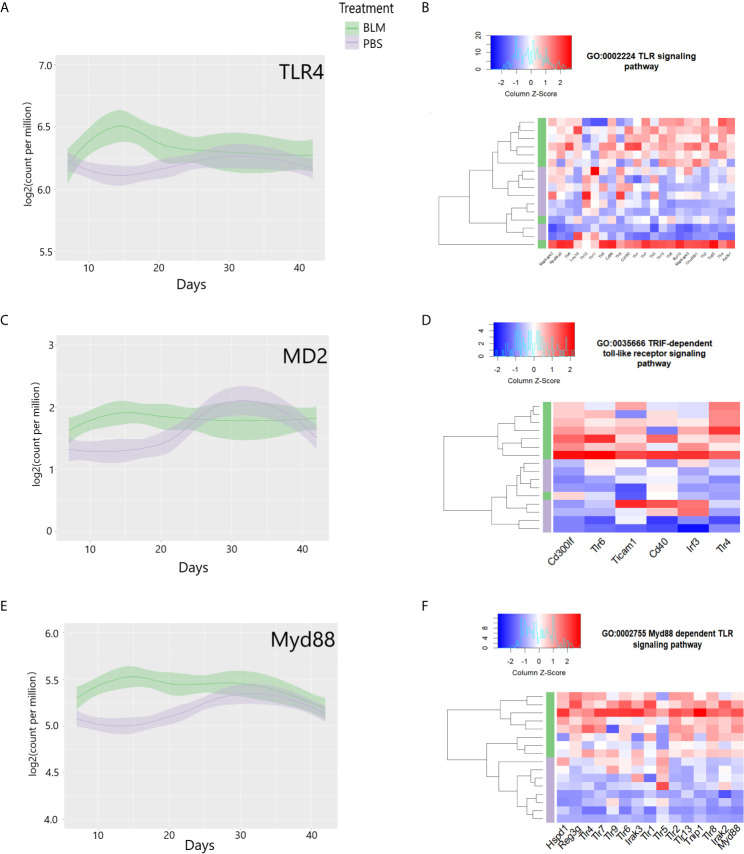
Toll-like receptor 4 (TLR4) and related genes are induced, and pathways are differentially enriched on day 14 of bleomycin injection in lung tissue. Examinations of a publicly available gene expression omnibus (GEO) profile: GSE132869. Expression profiles of TLR4 **(A)**, MD-2 **(C)**, and Myd88 **(E)** mRNA as base 2 logarithmic counts per million over time (days) in lung tissue of mice with the means and 0.95 confidence intervals. The samples are presented as bleomycin injected group (in green), and PBS injected mice (in purple). The plots are smoothed using a generalized linear model. Differential enrichment profile of lung tissues of PBS injected (purple) and bleomycin injected mice on day 14 from the start of injections in gene ontologies 0002224 (toll-like receptor signaling pathway) **(B)**, 0035666 (TRIF-dependent toll-like receptor signaling pathway) **(D)**, and 0002755 (MyD88-dependent toll-like receptor signaling pathway) **(F)** shown in the heatmap. The dendrogram clustering was made based on the hierarchical clustering of samples across all genes for each ontology profile. The heatmap of the color spectra was normalized across each gene. Z-score color key and histogram of counts presented in the left upper corner. Female mice (~12 weeks old) subcutaneously injected daily either with bleomycin (10 mg/kg/day) or PBS. Injections began on Day 0 and were done five times per week for two weeks. Mice were sacrificed on days 7, 14, 21, 28, and 42, and the lung tissues were collected.

To determine the timeline at which inflammatory cytokines and their cellular response pathways are induced, we examined the mRNA of cytokines TNF-α, IL-6, and the cellular response to these cytokines. Similar to our observations in eCIRP-stimulated lung fibroblasts, the lung transcriptome on day 14 after bleomycin showed significant upregulation of TNF-α and IL-6 mRNA counts (**Figures 7A, C**). The lung transcriptome on day 14 was also differentially enriched for genes associated with the cellular response to TNF-α (GO:0071356, p-value = 0.009, **Figure 7B**) and cellular response to IL-6 (GO:0071354, p-value= 0.021, **Figure 7D**). To see a higher resolution of **Figure 7B**, please refer to **Supplementary Figure 5**. Taken together, the results indicate that the TLR4 and related genes and pathways activated by eCIRP in pulmonary fibroblasts are also transcriptionally active on day 14 after bleomycin injection.

**Figure 7:**
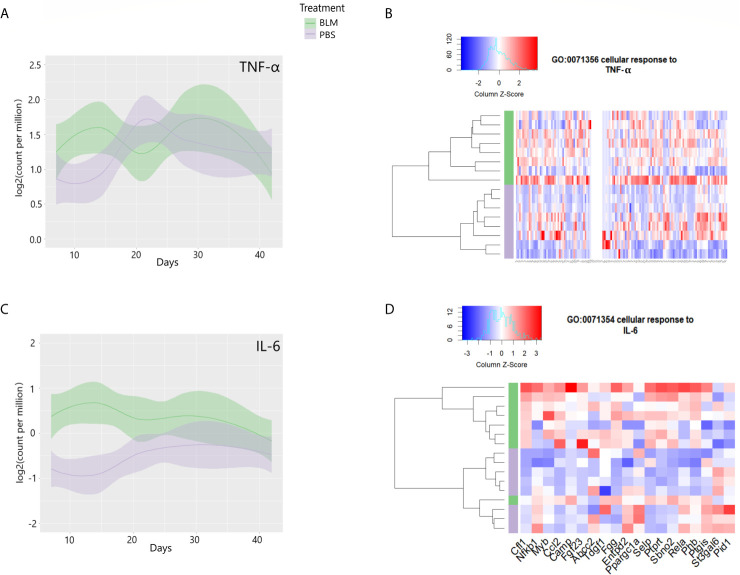
Proinflammatory cytokines are induced, and their cellular responses are enriched on day 14 of bleomycin injection in lung tissue. Examinations of a publicly available gene expression omnibus (GEO) profile: GSE132869. Expression profiles of TNF-α **(A)** and IL-6 **(C)** mRNA as base 2 logarithmic counts per million over time (days) in lung tissue of mice with the means and 0.95 confidence intervals. The samples are presented as bleomycin injected group (in green), and PBS injected mice (in purple). The plots are smoothed using a generalized linear model. Differential enrichment profile of lung tissues of PBS injected (purple), and bleomycin injected mice on day 14 from the start of injections in gene ontologies 0071356 (cellular response to TNF-α, **B**) and 0071354 (cellular response to IL-6, **D**) shown in the heatmap. The dendrogram clustering was made based on the hierarchical clustering of samples across all genes for each ontology profile. The heatmap of the color spectra was normalized across each gene. Z-score color key and histogram of counts presented in the left upper corner. Female mice (~12 weeks old) subcutaneously injected daily either with bleomycin (10 mg/kg/day) or PBS. Injections began on Day 0 and were done five times per week for two weeks. Mice were sacrificed on days 7, 14, 21, 28, and 42, and the lung tissues were collected.

## Discussion

Fibroblasts are key cells involved in the fibrotic process (56). In order to illuminate the possible contribution of eCIRP to the fibrotic process, we investigated how eCIRP influences the transcriptional profile of the pulmonary fibroblasts. We evaluated the transcriptional response of lung fibroblasts stimulated with eCIRP with a particular focus on proinflammatory and TLR4-induced pathways. We also evaluated how these pathways change over the course of bleomycin-induced pulmonary fibrosis. What we observed was that eCIRP amplifies proinflammatory cytokines in a TLR4 dependent manner and differentially enriches the inflammatory pathways. Furthermore, we found that this activation pattern recapitulates that of the inflammatory-to-fibrotic transition phase in the bleomycin-induced pulmonary fibrosis model.

We have previously shown that CIRP binds with high affinity to the TLR4-MD2 complex, as well as to TLR4 and MD2 individually (1). Furthermore, TLR4 expression is known to be elevated in lung biopsies of patients with pulmonary fibrosis caused by chronic inflammatory diseases (21, 57, 58). While TGF-β1 is required for profibrotic activation of the fibroblasts, this activation and induction of organ fibrosis require a primed cellular microenvironment, which can be induced by TLR4 activation (22, 59, 60). The role of inflammatory fibroblasts in the pathogenesis of fibrosis has been studied (36, 61, 62). Inflammatory fibroblasts persistently activate the fibroblasts in an autocrine/paracrine manner in the lungs, resulting in pulmonary fibrosis (63–65). The proinflammatory role of TLR4-MD2 complex and Myd88 signaling pathway in the lungs has also been evaluated (66–69) and associated with the fibrotic process leading to pulmonary fibrosis (60, 70–74). In our study, we found that eCIRP induces proinflammatory cytokines and their pathways in pulmonary fibroblasts in a TLR4 dependent manner. Furthermore, we showed that the TLR co-receptor MD2 and the downstream Myd88 pathway are enriched by eCIRP in a TLR4 dependent manner. These results shed light on the mechanism by which eCIRP induces proinflammatory pulmonary fibroblasts during the inflammatory phase in the pathogenesis of bleomycin-induced pulmonary fibrosis.

It is well known that TGF-β1 is the master regulator, and its signaling is required for the promotion and maintenance of the fibrotic process in the lungs (75–77). The recent works by Bhattacharyya et al. showed that TLR4 signaling synergizes with TGF-β in the activation of fibroblasts in the setting of pulmonary fibrosis (21, 78, 79). After illustrating that eCIRP proinflammatory programming of fibroblasts is done in a TLR4 dependent, we set out to see the effect of TGF-β in this process. Our principal component analysis showed that the principal component that explains the variation in inflammatory cytokines and chemokines aligns with the treatment of eCIRP and not TGF-β1 (**Figure 4** and **Supplementary Figure 6**). This confirms that the proinflammatory programming of fibroblasts is dependent on eCIRP, not TGF-β1.

In order to establish how eCIRP’s induction of proinflammatory phenotype may contribute to the pathogenesis of bleomycin-induced pulmonary fibrosis, we examined the pathways induced by eCIRP in fibroblast in the lung tissues of mice. We showed that TLR4, MD2, Myd88, and related pathways are significantly induced in lungs collected on day 14 of bleomycin-induced pulmonary fibrosis. Proinflammatory cytokines and the related were also significantly overrepresented in day 14 of pulmonary fibrosis lung tissues, showing that the changes in the lung transcriptome during the inflammatory-to-fibrotic transition phase after bleomycin injection recapitulate those pulmonary fibroblasts stimulated with eCIRP. This is in line with previous studies showing an increase in the lung infiltration by total white blood cells, neutrophils, and macrophages peaks at day 14, the expressions of profibrotic markers peak at day 21-28 (53, 54, 80, 81). We have previously shown that eCIRP promotes acute lung injury *via* activation of macrophages, neutrophils, pneumocytes, and lung vascular endothelial cells in the contexts of sepsis, hemorrhagic shock, and intestinal ischemia/reperfusion injury (1, 5, 6, 82–84). However, little was known about eCIRP’s role in chronic inflammatory diseases of the lung. Our results show that eCIRP activates a proinflammatory phenotype in pulmonary fibroblasts, illuminating a potential mechanism by which eCIRP in the lung environment in the setting of chronic inflammation plays a critical priming role leading to lung fibrosis.

Our results should be interpreted taking into consideration some particularities and limitations. Our RNASeq analysis focused on TLR4 and proinflammatory genes, not on other high-ranking but unrelated genes and pathways. Our study was underpowered to detect changes of small magnitude and high variance. We did not perform a time-course analysis in our *in vitro* experiments, which might further show how fibroblast transcription can fluctuate and change over time, as other sequencing analyses have demonstrated (85–87). In our *in vivo* time series analysis, while we were able to measure total CIRP levels in pulmonary tissues and show it is elevated prior to day 14 (**Supplementary Figure 7**), we were not able to measure the levels of eCIRP in the lung interstitial space, which would further clarify the link between eCIRP and pulmonary fibrosis. This model only considered the subcutaneous bleomycin-induced pulmonary fibrosis, which models global inflammatory diseases that cause interstitial lung fibrosis (52, 60, 88, 89). The study of other models can shed light on the role of DAMPs such as eCIRP on other pulmonary diseases causing lung fibrosis.

In summary, we showed that eCIRP induces an inflammatory phenotype in pulmonary fibroblasts, which recapitulates that of lung tissue during the inflammatory phase of bleomycin-induced pulmonary fibrosis. Our results not only shed light on the mechanism by which eCIRP promotes inflammatory pulmonary fibroblasts but also show a possible stage at which this phenotype contributes to the most commonly used pre-clinical model of pulmonary fibrosis. Our study suggests that eCIRP is critical for the proinflammatory fibroblasts reprogramming and may represent a druggable target to stop the progression of pulmonary fibrosis in chronic inflammatory diseases affecting the lung.

## Data Availability Statement

The data has been uploaded to NCBI - accession number GSE178255 (https://www.ncbi.nlm.nih.gov/gds/?term=GSE178255[Accession]).

## Ethics Statement

The animal study was reviewed and approved by Feinstein Institute’s IACUC.

## Author Contributions

SB, MB, and PW designed the experiments. SB and ES performed all experiments and analyzed the data. MB and PW critically reviewed the manuscript. MB and PW conceived the idea and supervised the project. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the National Institutes of Health (NIH) grants R01HL076179 and R35GM118337 (PW).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Extracellular CIRP Induces an Inflammatory Phenotype in Pulmonary Fibroblasts via TLR4
**Source:** Front Immunol. 2021 Jul 23;12:721970. doi: 10.3389/fimmu.2021.721970
**Supplement:** Supplementary file 1

**Supplementary Figure 1**. **Contribution of selected genes to principal components along the treatment lines**. Principal component analysis (PCA) of the mRNA expression profile of WT pulmonary fibroblasts treated with PBS, 1 μg/ml CIRP, 2 ng/ml TGF-β1, and combination of the two shown with the direction of contribution selected proinflammatory/profibrotic genes. Pulmonary fibroblasts were collected 24 hours after treatments and prepared for RNA sequencing. PC1 and PC2 explained 84 and 11% of the variance, respectively. PC: Principal component.

**Supplementary Figure 2**. **eCIRP differentially enriches TNF-α signaling pathway in the pulmonary fibroblasts**. Differential enrichment profile of WT pulmonary fibroblasts isolated from mice and treated with PBS (orange), 2 ng/ml TGF-β1 (yellow), 1 μg/ml CIRP (purple), and the combination of the two (green) in gene ontology 0033209 (TNF-α signaling pathway). The dendrogram clustering was made based on the hierarchical clustering of samples across all genes for each ontology profile. The heatmap color spectra were normalized across each gene. Z-score color key and histogram of counts presented in the left upper corner.

**Supplementary Figure 3**. **eCIRP differentially enriches IL-6 production-related genes in the pulmonary fibroblasts**. Differential enrichment profile of WT pulmonary fibroblasts isolated from mice and treated with PBS (orange), 2 ng/ml TGF-β1 (yellow), 1 μg/ml CIRP (purple), and the combination of the two (green) in gene ontology 0032755 (positive regulation of IL-6 production). The dendrogram clustering was made based on the hierarchical clustering of samples across all genes for each ontology profile. The heatmap color spectra were normalized across each gene. Z-score color key and histogram of counts presented in the left upper corner.

**Supplementary Figure 4**. **TLR pathway is differentially enriched on day 14 of bleomycin injection in lung tissue.** Examinations of a publicly available gene expression omnibus (GEO) profile: GSE132869. Differential enrichment profile of lung tissues of PBS injected (purple), and bleomycin injected mice on day 14 from the start of injections in gene ontology 0002224 (toll-like receptor signaling pathway). The dendrogram clustering was made based on the hierarchical clustering of samples across all genes for each ontology profile. The heatmap color spectra was normalized across each gene. Z-score color key and histogram of counts presented in the left upper corner. Female mice (~12 weeks old) subcutaneously injected daily either with bleomycin (10 mg/kg/day) or PBS (control). Injections began on Day 0 and were done five times per week for two weeks. Mice were sacrificed on days 7, 14, 21, 28, and 42, and the lung tissues were collected.

**Supplementary Figure 5**. **Cellular response to TNF-α is induced on day 14 of bleomycin injection in lung tissue.** Examinations of a publicly available gene expression omnibus (GEO) profile: GSE132869. Differential enrichment profile of lung tissues of PBS injected (purple) and bleomycin injected mice on day 14 from the start of injections in gene ontology 0071356 (cellular response to TNF-α). The dendrogram clustering was made based on the hierarchical clustering of samples across all genes for each ontology profile. The heatmap color spectra were normalized across each gene. Z-score color key and histogram of counts presented in the left upper corner. Female mice (~12 weeks old) subcutaneously injected daily either with bleomycin (10 mg/kg/day) or PBS (control). Injections began on Day 0 and were done five times per week for two weeks. Mice were sacrificed on days 7, 14, 21, 28, and 42, and the lung tissues were collected.

**Supplementary Figure 6**. **eCIRP induction of proinflammatory cytokines is not dependent on TGF-β1.** Differential mRNA expression normalized counts for TNF-α (**A**), IL-6 (**B**), and IL-1β (**C**) in pulmonary fibroblasts isolated from wild-type (WT) mice treated with PBS (blue), 1 μg/ml CIRP (orange), 2 ng/ml TGF-β1 (green), and the combination of the two (black). At 24 hours after the treatments described, pulmonary fibroblasts were collected and prepared for RNA sequencing.

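With rmTGF-β1 alone, WT cells had 206 ± 23.0 (SD, n = 3) normalized counts of Tnf, 11559 ± 1765 (SD, n = 3) of Il6 and 16.9 ± 6.02 (SD, n = 3) of Il1b. With rmCIRP+rmTGF-β1 they had 6742 ± 550.4 (SD, n = 3) of Tnf, 38107 ± 2478 (SD, n = 3) of Il6 and 15900.3 ± 1086 (SD, n = 3) of Il1b. The log2 fold change with rmTGF-β1 alone against PBS was -0.35 for Tnf (SE 0.15, adjusted p = 0.16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.14 for Il6 (SE 0.23, adjusted p = 0.80 from the same test in edgeR). For Il1b it was -0.0033 (SE 0.39, adjusted p = 0.9987 from the same test in edgeR). The signs for Il6 and Il1b changed in other settings, to 0.06 and up to 0.24 when single libraries were left out. The same values with a replicate block were -0.35, -0.13 and -0.01.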

**Supplementary Figure 7**. **CIRP levels increase on day 10 of bleomycin injection in lung tissue.** Western blot (WB) analyses of CIRP levels in pulmonary tissue mice male mice (~12 weeks old) subcutaneously injected daily either with bleomycin (10 mg/kg/day) or PBS. Injections began on day 0 and were done five times per week mice were sacrificed on day 10, and the lung tissues were collected (4 animals per group). Representative samples shown are from a single blot.

# Supplementary material for: Extracellular CIRP Induces an Inflammatory Phenotype in Pulmonary Fibroblasts via TLR4
**Source:** Front Immunol. 2021 Jul 23;12:721970. doi: 10.3389/fimmu.2021.721970
**Supplement:** Supplementary file 2

## Supplementary Material

### Supplementary material 1

#### Search strategy

|                  |             |             |
|------------------|-------------|-------------|
| embase.com       | 2445        | 2410        |
| Medline Ovid     | 1772        | 264         |
| Web of science   | 2539        | 1233        |
| Cochrane CENTRAL | 74          | 29          |
| Google scholar   | 200         | 126         |
| <b>Total</b>     | <b>7030</b> | <b>4062</b> |

#### embase.com

('metabolome'/exp OR 'metabolomics'/exp OR metabolite/exp OR 'cytokine'/exp OR 'chemokine'/exp OR 'phosphotransferase'/exp OR 'enzyme'/exp OR 'biological marker'/exp OR 'regulator protein'/de OR 'protein expression'/exp OR 'molecular pathology'/de OR immunopathogenesis/de OR 'virus pathogenesis'/de OR (metabolom\* OR metabolite\* OR (metabol\* NEAR/3 profile\*)) OR signaling OR regulator\* OR omics OR (protein\* NEAR/3 express\*) OR (molecul\* NEAR/3 (patholog\*)) OR immunopathogenes\* OR cytokine\* OR interleukin\* OR chemokin\* OR peptide\* OR kinase OR enzyme\* OR biomarker\* OR (biological NEAR/3 marker\*) OR (virus NEAR/3 pathogenesis)):ab,ti) AND ('urogenital tract inflammation'/exp OR 'urogenital tract infection'/exp OR 'funisitis'/de OR 'intrauterine infection'/exp OR virome/exp OR ((volatile organic compound'/de OR 'electronic nose'/de) AND ('urine'/de OR 'urinalysis'/exp)) OR (((urogenital\* OR genital\* OR vagin\* OR umbilic\* OR intrauterin\* OR intra-uterin\* OR amniot\* OR intraamniot\* OR urin\* OR endometr\* OR membrane\* OR antenatal\* OR ante-natal\* OR cervical\* OR cervix OR cervicovagin\*) NEAR/6 (inflamm\* OR infect\* OR invas\* OR carriage\* OR carrier\* OR proteomic\* OR pathogen\*)) OR Amnioniti\* OR Chorioamnioniti\* OR Funisiti\* OR endometrit\* OR vaginosis OR vaginitis OR dysbiosis OR virome OR herpes OR ((vocs OR voc OR volatile-organic-compound\* OR e-nose OR electronic-nose) NEAR/10 (urin\*)):ab,ti) AND ('immature and premature labor'/exp OR 'premature fetus membrane rupture'/de OR (((immatur\* OR prematur\*) NEAR/3 (birth OR childbirth OR labor\* OR labour\* OR deliver\* OR infant\* OR baby OR babies OR rupture\* OR neonat\* OR parturit\*)) OR (rupture\* NEAR/3 membran\*) OR prematures OR prematurity OR immatures OR immaturity OR preterm\* OR pre-term\* OR pprom OR prom OR sPTB OR (labour NEAR/3 mediat\*)):ab,ti) NOT ([Conference Abstract]/lim) AND [English]/lim NOT ([animals]/lim NOT [humans]/lim) NOT ('systematic review'/de OR 'case report'/de OR ('systematic review' OR 'case report'):ti)

#### Medline Ovid

(exp Metabolome/ OR exp Metabolomics/ OR exp Cytokines/ OR exp Chemokines/ OR exp Phosphotransferases/ OR exp Enzymes/ OR exp Biomarkers/ OR exp Pathology, Molecular/ OR (metabolom\* OR metabolite\* OR (metabol\* ADJ3 profile\*)) OR signaling OR regulator\* OR omics OR (protein\* ADJ3 express\*) OR (molecul\* ADJ3 (patholog\*)) OR immunopathogenes\* OR cytokine\* OR interleukin\* OR chemokin\* OR peptide\* OR kinase OR enzyme\* OR biomarker\* OR (biological ADJ3 marker\*)):ab,ti.) AND (exp Urinary Tract Infections/ OR exp Reproductive Tract Infections/ OR Chorioamnionitis/ OR ((Volatile Organic Compounds/ OR Electronic Nose/) AND (Urine/ OR Urinalysis/))OR (((urogenital\* OR genital\* OR vagin\* OR umbilic\* OR intrauterin\* OR intra-uterin\* OR amniot\* OR intraamniot\* OR urin\* OR endometr\* OR membrane\* OR antenatal\* OR ante-natal\* OR cervical\* OR cervix OR cervicovagin\*) ADJ6 (inflamm\* OR infect\* OR invas\* OR

carriage\* OR carrier\* OR proteomic\* OR pathogen\*)) OR Amnioniti\* OR Chorioamnioniti\* OR Funisiti\* OR endometrit\* OR vaginosis OR vaginitis OR dysbiosis OR virome OR herpes OR ((vocs OR voc OR volatile-organic-compound\* OR e-nose OR electronic-nose) ADJ10 (urin\*))) .ab,ti.) AND (exp Infant, Premature/ OR Obstetric Labor, Premature/ OR Fetal Membranes, Premature Rupture/ OR (((immatur\* OR prematur\*) ADJ3 (birth OR childbirth OR labor\* OR labour\* OR deliver\* OR infant\* OR baby OR babies OR rupture\* OR neonat\* OR parturit\*)) OR (rupture\* ADJ3 membran\*) OR prematures OR prematurity OR immatures OR immaturity OR preterm\* OR pre-term\* OR pprom OR prom OR sPTB OR (labour ADJ3 mediat\*))) .ab,ti.) AND english.la. NOT (exp animals/ NOT humans/) NOT (systematic review/ OR case report/ OR (systematic review OR case report).ti.)

### **Web of science**

TS=(((metabolom\* OR metabolite\* OR (metabol\* NEAR/2 profile\*) OR signaling OR regulator\* OR omics OR (protein\* NEAR/2 express\*) OR (molecul\* NEAR/2 (patholog\*)) OR immunopathogenes\* OR cytokine\* OR interleukin\* OR chemokin\* OR peptide\* OR kinase OR enzyme\* OR biomarker\* OR (biological NEAR/2 marker\*))) AND (((((urogenital\* OR genital\* OR vagin\* OR umbilic\* OR intrauterin\* OR intra-uterin\* OR amniot\* OR intraamniot\* OR urin\* OR endometr\* OR membrane\* OR antenatal\* OR ante-natal\* OR cervical\* OR cervix OR cervicovagin\*) NEAR/5 (inflamm\* OR infect\* OR invas\* OR carriage\* OR carrier\* OR proteomic\* OR pathogen\*)) OR Amnioniti\* OR Chorioamnioniti\* OR Funisiti\* OR endometrit\* OR vaginosis OR vaginitis OR dysbiosis OR virome OR herpes OR ((vocs OR voc OR volatile-organic-compound\* OR e-nose OR electronic-nose) NEAR/10 (urin\*)))) AND (((((immatur\* OR prematur\*) NEAR/2 (birth OR childbirth OR labor\* OR labour\* OR deliver\* OR infant\* OR baby OR babies OR rupture\* OR neonat\* OR parturit\*)) OR (rupture\* NEAR/2 membran\*) OR prematures OR prematurity OR immatures OR immaturity OR preterm\* OR pre-term\* OR pprom OR prom OR sPTB OR (labour NEAR/2 mediat\*)))) NOT TI=(("systematic review" OR "case report")) AND DT=(article) AND LA=(english)

### **Cochrane CENTRAL**

((metabolom\* OR metabolite\* OR (metabol\* NEAR/3 profile\*) OR signaling OR regulator\* OR omics OR (protein\* NEAR/3 express\*) OR (molecul\* NEAR/3 (patholog\*)) OR immunopathogenes\* OR cytokine\* OR interleukin\* OR chemokin\* OR peptide\* OR kinase OR enzyme\* OR biomarker\* OR (biological NEAR/3 marker\*)):ab,ti) AND (((((urogenital\* OR genital\* OR vagin\* OR umbilic\* OR intrauterin\* OR intra-uterin\* OR amniot\* OR intraamniot\* OR urin\* OR endometr\* OR membrane\* OR antenatal\* OR ante-natal\* OR cervical\* OR cervix OR cervicovagin\*) NEAR/6 (inflamm\* OR infect\* OR invas\* OR carriage\* OR carrier\* OR proteomic\* OR pathogen\*)) OR Amnioniti\* OR Chorioamnioniti\* OR Funisiti\* OR endometrit\* OR vaginosis OR vaginitis OR dysbiosis OR virome OR herpes OR ((vocs OR voc OR volatile-organic-compound\* OR e-nose OR electronic-nose) NEAR/10 (urin\*)))):ab,ti) AND (((((immatur\* OR prematur\*) NEAR/3 (birth OR childbirth OR labor\* OR labour\* OR deliver\* OR infant\* OR baby OR babies OR rupture\* OR neonat\* OR parturit\*)) OR (rupture\* NEAR/3 membran\*) OR prematures OR prematurity OR immatures OR immaturity OR preterm\* OR pre-term\* OR pprom OR prom OR sPTB OR (labour NEAR/3 mediat\*)):ab,ti)

### **Google scholar**

metabolomics|metabolites "urogenital|genital|vaginal|intrauterine|uterine inflammation|infection" "immature|premature birth|childbirth|labor|labour|membrane|rupture"|prematurity|preterm|"gestational age"

# Supplementary material for: Extracellular CIRP Induces an Inflammatory Phenotype in Pulmonary Fibroblasts via TLR4
**Source:** Front Immunol. 2021 Jul 23;12:721970. doi: 10.3389/fimmu.2021.721970
**Supplement:** Supplementary file 10

**Supplementary Table 1**. The descriptive statistics of high throughput mRNA sequencing from WT and TLR4^-/-^ pulmonary fibroblasts stimulated with CIRP vs. PBS is described in Figure 1 and 3.

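For each genotype and gene, the supplementary table lists the log2 fold change of rmCIRP against PBS, its standard error, the statistic that is their ratio, and the p-value before and after Benjamini-Hochberg adjustment, all from DESeq2. Fitted with DESeq2 to the counts of all 24 libraries, the log2 fold change in WT cells was 4.91 for Tnf (SE 0.117), 9.88 for Il1b (SE 0.248), 2.14 for Il6 (SE 0.268) and 0.32 for Ly96 (SE 0.0946). The adjusted p-values from DESeq2 were 0 for Tnf and Il1b, below the smallest number that can be represented, 3.2e-14 for Il6 and 0.0037 for Ly96. In the libraries labelled TLR4-/-, the log2 fold change was -0.03 for Tnf (SE 0.111), -0.37 for Il1b (SE 0.206), 0.14 for Il6 (SE 0.268) and 0.02 for Ly96 (SE 0.0952). The adjusted p-values from DESeq2 were 0.911 for Il1b and 0.9998 for the other genes.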

| Gene | Log2fc | LfcSE | W-stat | W-test-p | Adj-p |
| --- | --- | --- | --- | --- | --- |
| WT | | | | | |
| TNF-α | 4.918 | 0.079 | 62.592 | 0 | 0 |
| IL-1β | 9.891 | 0.207 | 47.771 | 0 | 0 |
| IL-6 | 2.149 | 0.174 | 12.338 | 5.65e-35 | 2.31e-33 |
| MD2 | 0.322 | 0.097 | 3.323 | 0.001 | 0.004 |
| TLR4^-/-^ | | | | | |
| TNF-α | -0.026 | 0.07 | -0.376 | 0.707 | 0.997 |
| IL-1β | -0.369 | 0.155 | -2.4 | 0.016 | 0.519 |
| IL-6 | 0.139 | 0.174 | 0.798 | 0.425 | 0.982 |
| MD2 | 0.023 | 0.098 | 0.238 | 0.812 | 0.997 |

WT: Wild type, Log2fc: logarithmic base 2 fold changes on mean likelihood estimates, LfcSE: standard errors of Log2fc, W-stat: Wald statistics, W-test-p: Wald test p-value, Adj-p: Benjamini-Hochberg adjusted p-value

How the deposited data were processed for this re-analysis (not part of the article)

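Pulmonary fibroblasts from WT and TLR4-/- mice were sequenced in 24 libraries: 3 for each of 4 treatments (PBS, 1 μg/ml rmCIRP, 2 ng/ml rmTGF-β1 and both, for 24 h) in each genotype. The authors aligned reads with STAR2 to the mouse GENCODE reference and deposited, for each library, the raw counts of reads per gene symbol from ht-seq, without normalization. The release of the annotation, the genome build and the strand option of the counting are not in the paper's text. Each file holds 55291 gene names and 5 tally lines for reads not assigned to one gene, which were left out. Of the names, 53292 match gene symbols of GENCODE release M21, which was used only for GC content and length. No gene positions are given. Libraries were assigned to conditions by their labels, and no library was left out. The libraries labelled TLR4-/- keep that name because their Tlr4 mRNA is not lower than in WT libraries.

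The reads counted on genes per library ranged from 29853346 to 39664606. The lowest, median and highest totals were 31838121, 33528399 and 34496919 for WT with PBS, and 32683984, 32991105 and 34813378 for WT with rmCIRP. They were 33593109, 34006068 and 39664606 for WT with rmTGF-β1, and 29853346, 31440321 and 33576985 for WT with both. In libraries labelled TLR4-/-, they were 31628081, 32761142 and 33603631 with PBS, 33222623, 33998593 and 35651924 with rmCIRP, 31585969, 35519077 and 37949832 with rmTGF-β1, and 32713478, 33699252 and 37691268 with both. Replicate libraries differed by more than counting error alone: the chi-square per degree of freedom over 24 pairs of replicates was 2.67 at the lowest, 5.11 at the median and 50.6 at the highest, for libraries 1 and 3 labelled TLR4-/- with rmCIRP+rmTGF-β1. The common biological coefficient of variation was 0.0571.

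Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by its filterByExpr function with the conditions as groups, which left 16258 of the 34285 genes with a count in any library. For the tests, libraries were scaled by TMM, one model with a mean for each of the 8 conditions was fitted to all 24 libraries with glmQLFit, and contrasts were tested with the quasi-likelihood F-test and Benjamini-Hochberg adjustment over all genes tested. The threshold was an adjusted p under 0.1, as in the paper. There were 9 comparisons: rmCIRP against PBS, rmTGF-β1 against PBS, and rmCIRP+rmTGF-β1 against rmTGF-β1 in each genotype, the genotypes against each other with PBS, the difference between genotypes in the response to rmCIRP, and the interaction of rmCIRP with rmTGF-β1 in WT cells. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. They can be too small for a very large change from few counts. For Il1b with rmCIRP against PBS in WT cells the value was 0.16, against 0.248 from DESeq2. Normalized counts are counts divided by DESeq2's median-of-ratios size factors, and serve only to describe levels. A fold change against a condition whose libraries all have at most 3 counts is given as a lower bound, against 3 counts.

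Besides the genes the paper names and the members of the gene lists, the genes named for a comparison are the 3 with the largest rise and the 3 with the largest fall in the model's estimate among those past the threshold with a mean of at least 50 normalized counts and, for comparisons of 2 conditions, no overlap between their libraries. Not every gene this rule selects is named in the text. Gene lists were tested with the camera function of limma 3.58.1 (inter-gene correlation 0.01), with adjustment over the 15 pairs of 5 lists and 3 comparisons in WT cells. The lists for the TLR4 and MyD88 pathways are the names legible in Figures 2C and 2D. The lists for TNF-α signaling, IL-6 production and profibrotic genes were written by hand from general knowledge. The random forest followed the paper's approach with randomForest 4.7.1.2 on vst values from DESeq2 1.42.0, with 1000 trees and 256 genes tried at each split. Those settings are the defaults of the paper's tool as remembered, since the paper does not state them. Principal components were computed on the 12 WT libraries with vst and the 500 most variable genes. The exact permutation tests are two-sided.

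Libraries of different conditions share replicate numbers in their labels, and the labels do not say whether the same number means the same batch of cells or the same day. The main model therefore has no term for the replicate number. Each group of fibroblasts came from pooled lungs, and the paper does not state whether libraries of a condition came from separate pools. All SDs and p-values thus measure the spread between libraries, which is not shown to be the spread between mice. For the comparisons listed above, the tests of genes and of gene lists were computed again with the number as a block. No block is given for the principal components, the random forest or the difference between genotypes in the response to rmTGF-β1. The correlation given beside a block is the mean, over pairs of same-numbered libraries of different conditions, of the correlation across genes of their deviations from the condition's mean log2 count. Over all conditions it was 0.012. The alternatives tried were DESeq2 in place of edgeR, RLE in place of TMM normalization, no filter on low counts, a filter at a mean count of 10, the replicate block, a fit of only the libraries compared, an adjusted p under 0.05, a log2 fold change of at least 1, leaving out each library in turn, the fry test for lists, and other settings of the forest and of the principal components.

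The procedure was tested on simulated data with 200 changed genes. edgeR found 188 of them (94%), with 6.47% false among 201 calls, and DESeq2 found 185 (92.5%), with 8.87% false. In a comparison with no changed gene, edgeR made 1 call. Camera in limma separated a list of 14 changed genes (5.1e-93) from a list of unchanged genes (0.478). The random forest missed the changed list in this simulation, with a permutation p of 0.167, and found it in another, added after that result, with 4-fold changes in both rmCIRP groups. Experiments without counts in these files, such as RT-PCR, western blots, ELISA and the lungs of bleomycin-treated mice, were not analysed here.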

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

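Of the tests in this part, those with the cell-type markers, Xist and a mixture of cells were chosen only after the result was seen; the fits with RLE normalization and with a single library left out had been set earlier, but were taken up as tests of an explanation only then.

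The response to rmCIRP differed between the genotypes for 5113 genes, by a test of the difference itself. Of the 4 splits of the 12 libraries that part all same-numbered pairs, 1, the real one, gave as many genes, and the others gave 0. The 6 remaining splits, which part only one pair, gave 0 as well. With every library thinned to 29853346 reads, 4945 genes were called. Without the 20 genes of highest counts, which hold 12.0% of all reads, there were 5116. After the trend of each library over GC content and gene length was removed, for the 15977 tested genes with both known, there were 5195, and with RLE normalization 5060. Fewer macrophages in the labelled TLR4-/- cultures would be a candidate explanation for a lost response, but the median log2 fold change of 13 macrophage markers with PBS was 1.97 towards more, with single markers from -1.24 to 2.41. The sex of the mice pooled cannot be told apart from the genotype, because the lowest Xist count in a labelled TLR4-/- library was 4403 and no WT library had more than 3. As a hypothesis, the difference may follow from the genotype, which these data cannot separate from the other differences between the cultures.

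The response of WT cells to rmCIRP differed with rmTGF-β1 for 8 genes, by a test of the interaction, and 917 genes had an unadjusted p under 0.05. Of the 4 splits of the libraries that part all same-numbered pairs, 1, the real one, gave as many, and the 6 others gave 0. With every library thinned to the smallest total, 4 genes were called. Without the 20 genes of highest counts there were 8, after the correction for GC content and length 7, and with RLE normalization 8. The test with thinned libraries leaves open whether the number of genes depends on depth, and it does not bear on single genes. Mmp9 and Iqgap2 stayed past the threshold in all 12 fits that each left out one library.

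The paper does not report on rmTGF-β1 in cells labelled TLR4-/-. Against PBS, 3884 genes were differentially expressed there, 1975 higher and 1909 lower, or 1869 and 2015 with RLE normalization. The largest rises were those of St8sia2 (log2 fold change 2.38), Cdh6 (2.23) and Xirp2 (2.22), and the largest falls those of Ptx3 (-2.43), Cxcl5 (-1.92) and Gas1 (-1.88). Of the genes called in WT cells with rmTGF-β1, 1325 were called here too, 1310 of them in the same direction. The real split was the 1 of 4 splits parting all same-numbered pairs with as many genes, and the other 9 gave 0. With every library thinned there were 3720 genes, without the 20 genes of highest counts 3883, after the correction for GC content and length 3981, and with RLE normalization 3884. Depth, the genes of highest counts, GC content and length, and the normalization thus did not account for the number of genes. With single libraries left out, from 2517 to 3783 genes were called (6 fits), so it did not rest on a single library. The replicate block gave 3954 genes. No further technical explanation was tested for the number. As a hypothesis, the change follows from the treatment. The smallest share of splits that 3 libraries against 3 allow is not under 0.05, so the splits bear on this in neither direction.

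The paper also does not report on rmCIRP+rmTGF-β1 against rmTGF-β1 in cells labelled TLR4-/-. There, 437 genes were called, 254 higher and 183 lower, and libraries of the conditions did not overlap for 13.0% of genes, against 10% by chance. The largest rises were those of Cxcl1 (log2 fold change 2.21), Dio2 (1.54) and Ramp3 (1.39), and the largest falls those of Bc1 (-2.10), Wnt10b (-0.88) and Syn2 (-0.82). With single libraries left out, the rises fell to as low as 0.79, 0.69 and 0.58. Each of these genes, rises and falls, missed the threshold in some of the 6 fits. The real split was 1 of 4 parting all same-numbered pairs with as many genes. Among the 6 others, one gave 3473: the first library with both proteins and the first and second with rmTGF-β1 against the rest. With every library thinned there were 503 genes, without the 20 genes of highest counts 429, after the correction for GC content and length 307, and with RLE normalization 412. One library alone is a candidate explanation, since without library 3 with both proteins, 1 gene was called. But the count depended on other libraries as well: it was 2674 and 738 without libraries 1 and 2 with both proteins, and 0, 79 and 2141 without libraries 1, 2 and 3 with rmTGF-β1. Library 3 with both proteins had a chi-square per degree of freedom of 50.6 and 34.6 against its replicates, which had 7.15 between them. The third rmTGF-β1 library also stood apart, with 13.1 and 17.2 against its replicates, which had 3.84 between them. WT cells treated with rmCIRP mixed into the third library would raise Il1b, but its normalized count was 73.1 there, 0.46% of the WT mean of 15900.3, against 66.1 and 112 in the replicates. Of the 437 genes, 261 were also called for the same comparison in WT cells, 217 of them in the same direction. Over the 437 genes, the log2 fold changes had a correlation of 0.66 with those in WT cells. With those of rmCIRP against PBS in cells labelled TLR4-/-, the correlation was -0.50. Genes are not independent replicates, and these values point in opposite directions. The pattern cannot be told apart from the effect of single libraries. Same-numbered libraries had a correlation of residuals of 0.205 in these conditions, and with the replicate number as a block 810 genes were called.

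With PBS alone, 7665 genes differed between the labelled TLR4-/- and the WT libraries, a comparison the paper does not report on. Of these, 3765 were higher and 3900 lower in the former, and with a log2 fold change of at least 1 in size 1045 were higher and 447 lower. The rises included those of Xist (log2 fold change of at least 10.65), Gm21451 (at least 5.46) and Gm15446 (5.65), and the largest falls those of Sfrp2 (-4.25), Gdf10 (-4.22) and Serpina3n (-3.06). The real split was 1 of 4 parting all same-numbered pairs with as many genes, and the others gave 0. With every library thinned there were 7377 genes, without the 20 genes of highest counts 7726, after the correction for GC content and length 7724, and with RLE normalization 7634. More macrophages in the labelled TLR4-/- cultures may be part of the pattern, since 12 of 13 macrophage markers were higher past the threshold, with the median of the 13 at 1.97 under TMM and under RLE normalization. Markers of other cell types differed too. All 3 epithelial markers tested were higher past the threshold (median 1.89), while of 6 endothelial markers 4 were lower and 1 was higher (median -1.23). The rest of the 8 epithelial markers chosen, Epcam among them, had too few reads to be tested. The sex of the mice pooled may be another part, given the log2 fold change of Xist. The genotype cannot be told apart from these.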

How the results depend on the processing

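No setting in this part was chosen after the result was seen: all alternatives were fixed before the data were examined, and each was run. Only the second simulation of the random forest was added after its first result.

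A required log2 fold change of at least 1 left 1021 genes for rmCIRP in WT cells, 997 for the difference between genotypes in that response, 108 for rmTGF-β1 in WT cells, 944 for rmCIRP under rmTGF-β1 in WT cells, and 2 for the interaction of rmCIRP with rmTGF-β1. In cells labelled TLR4-/- it left 291 for rmTGF-β1 and 29 for rmCIRP under rmTGF-β1, and 1492 for the genotypes with PBS. In all other settings that kept every library, the counts for WT rmCIRP, the genotype difference, WT rmTGF-β1, WT rmCIRP under rmTGF-β1, rmTGF-β1 in cells labelled TLR4-/- and the genotypes with PBS were within 1.5 times the reported ones. Which direction had more genes changed with at least one setting for each of these 6 comparisons, so their balance of higher and lower genes is not a stable result.

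For rmCIRP in cells labelled TLR4-/-, where the count was 0 and 1136 genes had an unadjusted p under 0.05, DESeq2 gave 33 genes, no filter on low counts 149, the replicate block 1, and a fit of only the libraries compared 29. For the interaction of rmCIRP with rmTGF-β1, with 8 genes, these were 37 with DESeq2, 198 without a filter and 125 with only the libraries compared. An adjusted p under 0.05 left 4. For rmCIRP under rmTGF-β1 in cells labelled TLR4-/-, with 437 genes, DESeq2 gave 900, no filter 1580, the replicate block 810, only the libraries compared 0, and an adjusted p under 0.05 left 19. Without the filter, edgeR's estimate of the prior degrees of freedom became infinite over 34285 genes and the standard error of Il6 fell from 0.238 to 0.0460. For the other settings the cause was not tested.

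Leaving out each library in turn gave from 0 to 9 genes for rmCIRP in cells labelled TLR4-/- (6 fits), from 2 to 7 for the interaction of rmCIRP with rmTGF-β1 (12 fits), and from 1029 to 1690 for rmTGF-β1 in WT cells (6 fits). It gave from 2517 to 3783 for rmTGF-β1 in cells labelled TLR4-/- and from 0 to 2674 for rmCIRP under rmTGF-β1 there (6 fits each). The ranges were 5996 to 6584 for rmCIRP in WT cells, 4237 to 4934 for the genotype difference, 5858 to 6287 for rmCIRP under rmTGF-β1 in WT cells, and 6560 to 7071 for the genotypes with PBS.

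The log2 fold changes of Tnf, Il1b, Il6 and Ly96 with rmCIRP in WT cells kept their direction and stayed past the threshold in every alternative fit run for single genes. The minimum fold change was applied to counts of genes only. Among single genes, signs changed only for values near 0. When single libraries were left out, Tnf in cells labelled TLR4-/- ranged from -0.065 to 0.0188 and Ly96 there from -0.0147 to 0.0704 (6 fits each). Tlr4 with rmCIRP in WT cells was 0.0016 with a filter at a mean count of 10 and 0.0024 with only the libraries compared, and ranged from -0.0407 to 0.0339 over 6 fits. Il1b with rmTGF-β1 in WT cells was 1.202e-04 with RLE normalization, 0.0149 without a filter, 0.0029 with a filter at a mean count of 10 and 0.0102 with only the libraries compared, and ranged from -0.1769 to 0.2444 over 6 fits. Il6 with rmTGF-β1 ranged from -0.2689 to 0.0566 (6 fits), and the interaction for Il1b from -0.2677 to 0.1535 (12 fits). Besides the 8 results of Tnf, Il1b, Il6 and Ly96 with rmCIRP in each genotype, 79 results for single genes were followed, of which 60 did not change in any setting and 19 did, 4 of them in sign. The difference between genotypes for Il12b was lost in 1 of 12 fits without one library, and the interaction for Ripk2 in 12 of 12, for Mmp8 in 5 and for Cadm1 in 2. Each gene named for rmCIRP under rmTGF-β1 in cells labelled TLR4-/- was lost in some of 6 fits. For Ly96 the difference between genotypes had an adjusted p in edgeR from 0.038 to 0.16 over the settings, and was lost in 7 of 12 fits without a single library.

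Of the gene lists, the profibrotic list with rmCIRP ranged from -0.2438 to -0.1666 (6 fits) and was not past the threshold in 2 of them. With rmTGF-β1, the TNF-α list ranged from -0.0587 to 0.003, and the IL-6 list from -0.155 to -0.0875 (6 fits each), the latter past the threshold in only 3 of them. With only the libraries compared, the IL-6 list was at -0.1196 and no longer past the threshold. The other lists and comparisons kept their direction and their side of the threshold in every setting run for lists. The cause was not tested.

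PC1 explained 78.6% of the variance with all genes, 91.8% with 1000 genes, 92.6% with vst given the design and 91.3% with logCPM values, and from 93.9577% to 94.997% over 12 fits without one library. PC2 explained 11.0%, 6.39% and 5.85% in the first 3 of these and 3.77% with vst on all 24 libraries, and from 3.7693% to 4.8305% over 12 fits.

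The random forest gave p-values that moved with every setting, and with its own random seed. For the TLR4 list, with 0.876, the permutation p was 0.254 with another seed, 0.112 with 10000 trees and 0.904 with a filter at a mean count of 10. With logCPM values the permutation p was 0.0823 for the TLR4 list, 0.0370 for the TNF-α list and 0.893 for the IL-6 list, and with 10000 trees it was 0.421 for the IL-6 list. Over 3 fits that each left out one replicate number, it ranged from 0.0945 to 0.913 for the TLR4 list, from 0.0623 to 0.896 for the MyD88 list, from 0.138 to 0.843 for the TNF-α list and from 0.0275 to 0.865 for the IL-6 list. In simulated data it missed one changed list with a permutation p of 0.167, so a high p from the forest does not show that a list is unchanged.

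The depth limits results for genes with few reads: Il12b had 0 counts in every WT library with PBS, so only a lower bound of its change is known. The design limits the permutation tests of 3 libraries against 3, whose smallest two-sided p is 0.1.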

Differences from the paper's values

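No test in this part was chosen after the result was seen. Of 43 values of the paper that were compared, 7 differed.

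PC2 explained 4.27% of the variance, against the paper's 11%. With all genes that passed the filter on low counts in place of the 500 most variable, it explained 11.0%, and PC1 78.6% against the paper's 84%. None of the other alternatives set before the data were examined closed the gap: it was 6.39% with 1000 genes, 5.85% with vst given the design, 4.22% with logCPM values, 3.77% with vst on all 24 libraries, and from 3.77% to 4.83% without single libraries.

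The random forest gave a permutation p of 0.302 for the MyD88 list, against the paper's 0.0007. None of the alternatives set before the data were examined closed the gap; their values ranged from 0.0623 to 0.896. The list is the one legible in the figure. Another random seed alone gave a permutation p of 0.123, so the gap is no evidence that the list did not change.

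Ly96 had a PC1 coordinate of 0.0935, against about 0.2 in Fig. 4, read by eye from the paper. No alternative had been set for the coordinates before the data were examined.

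The adjusted p of Il6 with rmCIRP in WT cells was 2.6e-07 in edgeR, against the paper's 2.31e-33. With DESeq2 it was 3.2e-14. Without a filter on low counts edgeR gave 0, as its prior degrees of freedom became infinite. In edgeR's other alternatives it ranged from 4.6e-08 to 7.4e-06, so none of the alternatives set before the data were examined closed the gap.

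The adjusted p of Il1b with rmCIRP in cells labelled TLR4-/- was 0.80 in edgeR, against the paper's 0.519. It was within 1.5 times the paper's value without a filter on low counts (0.71), with the replicate block (0.77), with only the libraries compared (0.54) and without the third rmCIRP library (0.685). With DESeq2 (0.911) and the other alternatives set before the data were examined, up to 0.9999, it was not.

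The standard error of the log2 fold change of Tnf with rmCIRP was 0.121 in WT cells, against the paper's 0.079, and 0.107 in cells labelled TLR4-/-, against the paper's 0.07. Of the alternatives set before the data were examined, standard errors were compared for DESeq2 alone: the first was 0.117, within 1.5 times the paper's value, and the second 0.111, which was not. In DESeq2 the standard error of Il6 was 0.268 in both genotypes, against the paper's 0.174, a gap of more than 1.5 times that edgeR's 0.238 and 0.230 do not have.

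In other statements of the paper, rmTGF-β1 had no significant effect on the TLR4 and MyD88 pathways in WT cells. Here the adjusted p from camera in limma was 0.019 for both lists, with medians of -0.13 and -0.18 and 0 genes higher in each. Over the alternatives set before the data were examined, the adjusted p ranged from 0.0054 to 0.0768 for the TLR4 list and from 0.0050 to 0.0768 for the MyD88 list. Macrophage markers fell in this comparison too, so the fall of the lists is not shown to be specific to these pathways. The paper states that rmCIRP changed the TLR4, TNF-α and IL-6 pathways by its random forest. Here the permutation p was 0.876 for the TLR4 list, 0.170 for the TNF-α list and 0.0674 for the IL-6 list. The TLR4 list holds the genes legible in the figure, and the TNF-α and IL-6 lists are not the paper's terms. The forest missed a changed list in simulated data and its values moved with the random seed. They are thus no evidence against the paper's statement. The permutation p for the TNF-α list was 0.0370 with logCPM values. For the IL-6 list it was 0.0021 with a filter at a mean count of 10, 0.0131 with another random seed and 0.0275 without the third replicate number. For the TLR4 list it was 0.0823 with logCPM values, 0.0945 without the second replicate number, 0.112 with 10000 trees and 0.254 with another random seed.

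The paper states that the profile induced by rmCIRP was confined to WT cells. In edgeR the count of genes was 0 as well, with 1136 at an unadjusted p under 0.05, while DESeq2 called 33, no filter on low counts 149 and a fit of only the libraries compared 29.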

Other observations

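All tests of explanations in this part were chosen only after the result was seen, except the splits of the libraries, and the comparison of the genotypes in their response to rmTGF-β1 was also added after the data were seen.

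Tlr4 mRNA was not lower in the libraries labelled TLR4-/-. Mislabelled libraries are a candidate explanation, but 0 of the 24 libraries had an Xist count at the level of the other genotype. This speaks against a swap of single libraries. After a swap of all libraries of the genotypes, Tlr4 would be expected to be lost in the libraries labelled WT. Their mean normalized counts of Tlr4 ran from 650.1 (SD 20.5) with rmTGF-β1 to 759 (SD 41.9) with PBS. These values argue against such a swap alone, but not against one combined with an allele that is still transcribed. A targeted allele that still gives a transcript is a candidate explanation with or without a swap, since some alleles lack only part of the gene. The log2 fold change of Tlr4 with PBS was 0.25, and counts per gene cannot tell such an allele from an intact one. Reads along the gene would be needed.

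With PBS, Tnf was higher in libraries labelled TLR4-/- than in WT libraries by a log2 fold change of 1.90. More macrophages in the labelled TLR4-/- cultures may be the reason: the value minus the median of 13 macrophage markers was -0.0708, within their median absolute deviation of 0.332. The median of 7 fibroblast markers was -0.01, with single markers from -1.19 to 0.25. The 3 epithelial markers tested had a median of 1.89, so the match with Tnf is not specific to macrophage markers. Only these 3 of 8 epithelial markers had enough reads, and Epcam, Sftpc, Sftpb, Sftpd and Scgb1a1 did not. The 3 thus do not show that epithelial cells were present. The median of 6 endothelial markers was -1.23, with 1 higher and 4 lower past the threshold. Ddx3y was counted in every library, so the labelled TLR4-/- libraries hold reads of Xist and of the Y chromosome together. The paper does not state the sex of the mice from which fibroblasts came.

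In WT cells, rmCIRP raised Tnf, Il1b and Il6. The 13 macrophage markers do not settle whether there were more macrophages after rmCIRP. Their median log2 fold change was -0.32, and -0.31 with RLE normalization. But 5 were higher and 8 lower past the threshold, from -0.71 to 1.78. The markers did not move together, so their median does not measure the number of macrophages. A response of macrophages already in the cultures cannot be told apart from a response of fibroblasts: the median normalized count of these markers with PBS was 1629. Counts from whole cultures do not show which cells carry a transcript.

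A list of 17 profibrotic genes had a median log2 fold change of -0.22 with rmCIRP in WT cells, with 2 genes higher and 10 lower past the threshold (adjusted p = 0.0672 from camera in limma). The values from alternatives were 0.0093 with fry and up to 0.119 without single libraries. With rmCIRP+rmTGF-β1 against rmTGF-β1 the median was -0.18, with 2 higher and 9 lower (adjusted p = 0.0672), and with rmTGF-β1 against PBS it was 0.15, with 9 higher and 0 lower (adjusted p = 2.2e-10). These signs were the same with RLE normalization and with DESeq2 for rmCIRP and for rmTGF-β1. Among the genes, Eln fell by 2.09 on the log2 scale with rmCIRP and Col1a1 by a log2 fold change of -0.37, while Tgfb1 rose by 0.59 and Timp1 by 0.60. Loss of fibroblasts from the culture is a candidate explanation that the markers do not settle: 2 of 7 fibroblast markers were higher past the threshold and 4 lower, with a median of -0.24, and Col1a1 is in both lists. It cannot be told apart from lower expression in the same cells.

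The response to rmTGF-β1 differed between the genotypes for 14 genes, 6 higher and 8 lower in cells labelled TLR4-/-, with 1686 at an unadjusted p under 0.05. Of the 4 splits that part all same-numbered pairs, 1 gave as many. The larger number of genes called in cells labelled TLR4-/- than in WT cells with rmTGF-β1 is thus not shown to be a difference for most of them.

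For the comparisons in WT cells and of rmCIRP in cells labelled TLR4-/-, the splits that part all same-numbered pairs gave the following. For rmCIRP in WT cells, 1 of 4 splits gave as many genes, the other 3 at most 1. For rmTGF-β1, 1 of 4 did, the others at most 13. For rmCIRP under rmTGF-β1, 1 of 4 did, the others 0. For rmCIRP in cells labelled TLR4-/- the real count was 0, so 4 of 4 splits gave as many by construction and the splits say nothing about it. The highest was 6; 1136 genes had an unadjusted p under 0.05. The 6 splits that part only one pair gave at most 2 genes in these comparisons.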
